# 5-HT_2A_ and 5-HT_2C_ receptors as hypothalamic targets of developmental programming in male rats

**DOI:** 10.1242/dmm.023903

**Published:** 2016-04-01

**Authors:** Malgorzata S. Martin-Gronert, Claire J. Stocker, Edward T. Wargent, Roselle L. Cripps, Alastair S. Garfield, Zorica Jovanovic, Giuseppe D'Agostino, Giles S. H. Yeo, Michael A. Cawthorne, Jonathan R. S. Arch, Lora K. Heisler, Susan E. Ozanne

**Keywords:** Serotonin, Developmental programming, Hypothalamus, Low birth weight, Maternal diet, Protein restriction

## Abstract

Although obesity is a global epidemic, the physiological mechanisms involved are not well understood. Recent advances reveal that susceptibility to obesity can be programmed by maternal and neonatal nutrition. Specifically, a maternal low-protein diet during pregnancy causes decreased intrauterine growth, rapid postnatal catch-up growth and an increased risk for diet-induced obesity. Given that the synthesis of the neurotransmitter 5-hydroxytryptamine (5-HT) is nutritionally regulated and 5-HT is a trophic factor, we hypothesised that maternal diet influences fetal 5-HT exposure, which then influences development of the central appetite network and the subsequent efficacy of 5-HT to control energy balance in later life. Consistent with our hypothesis, pregnant rats fed a low-protein diet exhibited elevated serum levels of 5-HT, which was also evident in the placenta and fetal brains at embryonic day 16.5. This increase was associated with reduced levels of 5-HT_2C_R, the primary 5-HT receptor influencing appetite, in the fetal, neonatal and adult hypothalamus. As expected, a reduction of 5-HT_2C_R was associated with impaired sensitivity to 5-HT-mediated appetite suppression in adulthood. 5-HT primarily achieves effects on appetite by 5-HT_2C_R stimulation of pro-opiomelanocortin (POMC) peptides within the arcuate nucleus of the hypothalamus (ARC). We show that 5-HT_2A_Rs are also anatomically positioned to influence the activity of ARC POMC neurons and that mRNA encoding 5-HT_2A_R is increased in the hypothalamus of *in utero* growth-restricted offspring that underwent rapid postnatal catch-up growth. Furthermore, these animals at 3 months of age are more sensitive to appetite suppression induced by 5-HT_2A_R agonists. These findings not only reveal a 5-HT-mediated mechanism underlying the programming of susceptibility to obesity, but also provide a promising means to correct it, by treatment with a 5-HT_2A_R agonist.

## Abstract (precis)

**Summary:** Maternal protein restriction increases fetal brain 5-HT and might contribute to changes in production and function of hypothalamic 5-HT_2C_ and 5-HT_2A_ receptors in the offspring later in life.

## INTRODUCTION

Nutrition during critical periods of development in early life can exert profound, long-term effects on susceptibility to obesity. For example, men exposed to the Dutch ‘Hunger Winter’ *in utero* during early gestation had an increased risk of developing obesity as adults, whereas obesity rates were reduced amongst those exposed to famine during the last trimester of gestation and in early postnatal life (Ravelli et al., 1976). The early postnatal diet is also important. In randomised trials, full-term infants with low birth weight fed a growth-promoting nutrient-enriched formula had a higher fat mass at the age of 5-8 years than those fed standard formula (Singhal et al., 2010). Studies in rodents, showing that low birth weight followed by rapid postnatal growth is associated with increased adiposity, support findings in humans (Plagemann et al., 1992; Cottrell et al., 2011; Berends et al., 2013). Despite these robust associations, the molecular mechanisms mediating the interaction between early nutrition and obesity risk are still largely unknown.

It is widely acknowledged that the hypothalamus, which in humans develops primarily prenatally but in rodents develops postnatally, plays an important role in the programming of body mass (Grove et al., 2005; Horvath and Bruning, 2006; Glavas et al., 2007). To date, major efforts have been directed at understanding the roles of leptin and insulin in this process (Bouret, 2010; Yura et al., 2005; Steculorum and Bouret, 2011). However, studies in our laboratory using leptin-deficient *ob*/*ob* mice demonstrated that leptin-independent mechanisms are likely to also programme body mass (Cottrell et al., 2011).

The importance of the 5-hydroxytryptamine (5-HT; serotonin) system in the control of food intake and body mass has been recognised for many years and alterations in central serotonergic activity have been observed in obese humans, non-human primates and rodents (Mori et al., 1999; De Fanti et al., 2001; Sullivan et al., 2010). 5-HT is a potent anorectic signal that influences food intake in the mature brain by acting predominantly via 5-HT_2C_R to regulate the key energy balance mediator, pro-opiomelanocortin (POMC), within the arcuate nucleus of the hypothalamus (ARC; Doslikova et al., 2013; Burke et al., 2014). Indeed, disruption of the 5-HT_2C_R gene (*Htr2c*) specifically expressed on POMC neurons programmes hyperphagia and obesity when animals are fed a high-fat diet (Berglund et al., 2013). In addition to playing an important role in energy balance and body mass, 5-HT acts as a trophic factor during fetal brain development in rodents, regulating cell migration, proliferation, maturation and axonal growth (Whitaker-Azmitia et al., 1996; Gaspar et al., 2003). The long-term effects of disturbances in the 5-HT system during early life on obesity risk are, however, not fully defined.

Here, we used an unbiased genome-wide profiling approach to identify differentially expressed targets in the hypothalamus of intrauterine protein-restricted rats that underwent postnatal catch-up growth (recuperated animals) in an effort to elucidate the molecular mechanisms that mediate the effects of early nutrition on energy balance.

## RESULTS

### Growth trajectories, body and brain mass

At birth, offspring of mothers fed a low protein diet during pregnancy were significantly smaller than the control pups (*P*<0.001) (Table 1A). The body mass of the recuperated pups caught up with that of control pups by postnatal day (P)14 and they weighed the same as controls at weaning (Table 1A). Fractional growth rate did not differ between recuperated and control pups between birth and P7 (0.16±0.1 vs 0.17±0.01); however, recuperated offspring had significantly higher fractional growth rate between birth and P14 and P21 when compared with controls (P14: 0.31±0.01 vs 0.24±0.01, *P*<0.001; P21: 0.38±0.01 vs 0.29±0.01, *P*<0.001). At 3 months of age, body masses were similar between recuperated and control offspring. Brain masses were similar between the experimental animals and their age-matched controls at both P22 and 3 months of age, in both absolute terms and relative to body mass (Table 1B). These findings demonstrate that maternal low-protein diet decreases *in utero* growth of the offspring so that they have a lower birth weight. These animals then undergo ‘catch up’ growth such that by P22, they have the same body mass as the control offspring.

**Table 1.**
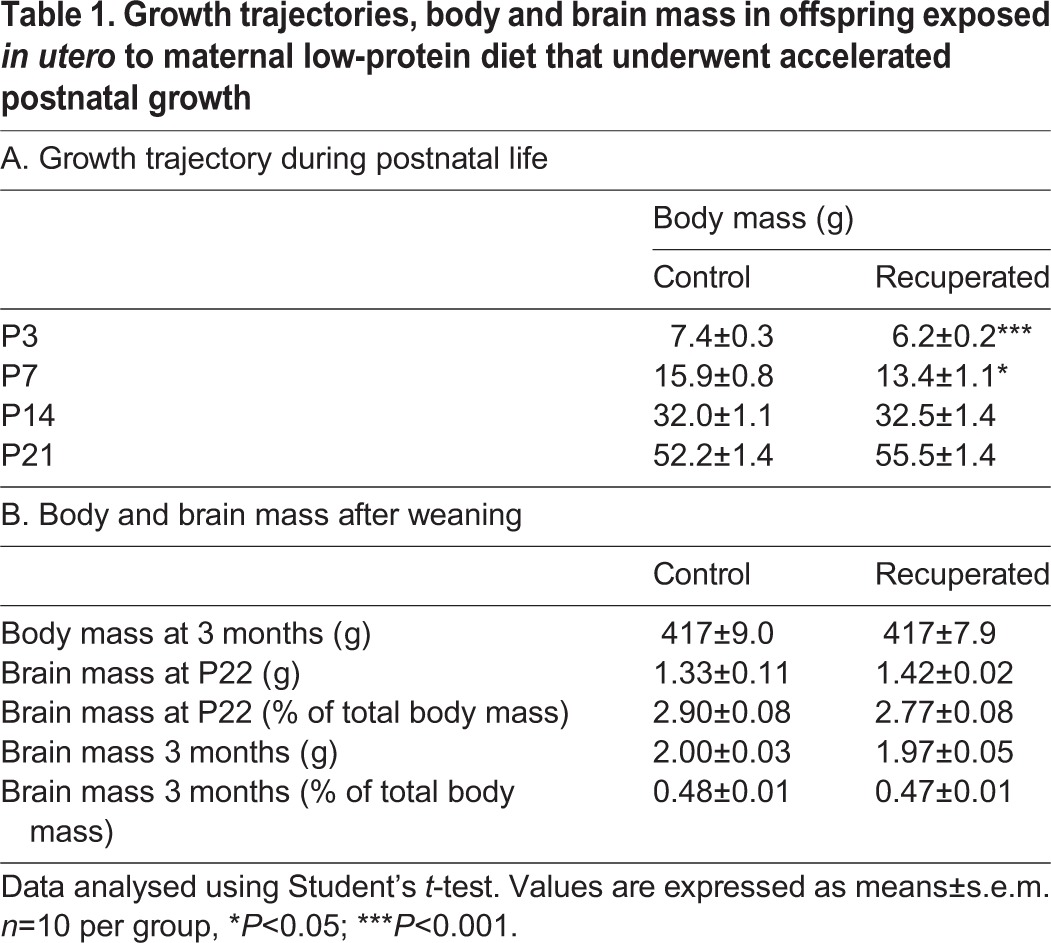
**Growth trajectories, body and brain mass in offspring exposed *in utero* to maternal low-protein diet that underwent accelerated postnatal growth**

### Levels of 5-HT and tryptophan in mothers and offspring

#### Maternal, placental and amniotic fluid 5-HT and tryptophan levels

Tryptophan is an essential amino acid and is required for 5-HT synthesis. A low-protein diet would therefore be expected to yield low plasma tryptophan levels. We analysed the levels of 5-HT and tryptophan in the dams, placenta and amniotic fluid to investigate whether 5-HT might be a programming factor that mediates changes in appetite and susceptibility to diet-induced obesity in recuperated animals. As expected, at embryonic day (E)16.5, we observed reduced levels of tryptophan in the serum of dams fed a low-protein diet (‘low-protein’) compared with control dams (158±17 mmol l^−1^ vs 220±20 mmol l^−1^, *P*<0.05). Paradoxically, the serum 5-HT level was raised in low-protein dams at this time point (*P*<0.05; Fig. 1A). A similar pattern was observed for tryptophan and 5-HT concentrations in the amniotic fluid at E16.5, with tryptophan levels reduced in the amniotic fluid from low protein pregnancies (26.3±3.2 mmol l^−1^ vs 40.6±3.4 mmol l^−1^, *P*<0.01, *n*=10-11 per group), whereas 5-HT levels were raised (65.0±6.6 nmol l^−1^ vs 48.2±3.9 nmol l^−1^, *P*<0.05, *n*=10-11 per group). 5-HT levels were also significantly increased in E16.5 placentas from low-protein pregnancies when compared with control pregnancies (*P*<0.01; Fig. 1A). Furthermore, we observed a negative correlation between placental 5-HT level and maternal serum tryptophan (*P*<0.05; Fig. 1B). There was a positive correlation between placental 5-HT and fetal brain 5-HT levels (Fig. 1C). These findings reveal that in response to significantly reduced dietary tryptophan, 5-HT is overproduced in the mother and in the intrauterine environment in which the fetus grows and develops.

**Fig. 1.**
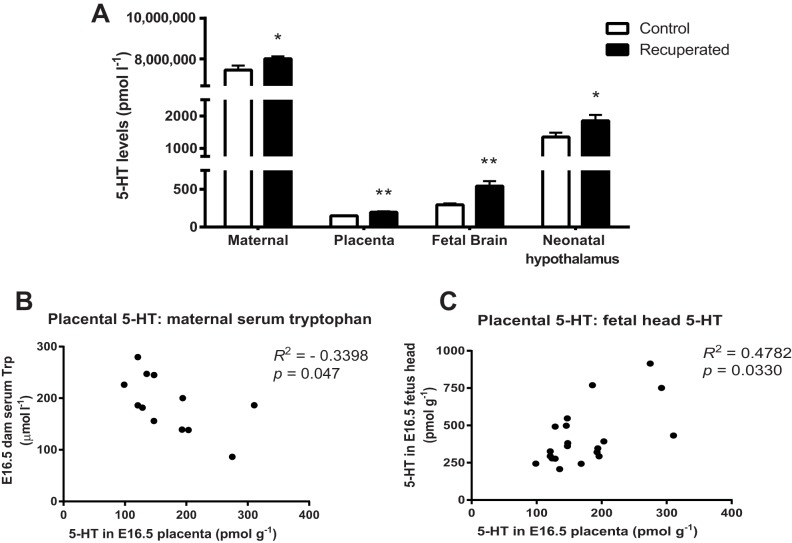
**Effects of maternal nutrition on 5-HT levels in low-protein and control pregnancies, and neonatal pups**. (A) 5-HT levels in maternal serum, the placenta, fetal brain (all analysed at E16.5) and neonatal hypothalamus. Data analysed using unpaired Student's *t*-test and presented as mean percentage of control; for maternal serum 5-HT, *n*=6; placenta 5-HT, *n*=16; fetal brain 5-HT, *n*=10; neonatal hypothalamus, *n*=12 per group. (B,C) Correlation between maternal, placental and fetal 5-HT levels. (B) Correlation between placental 5-HT and maternal serum tryptophan, analysed using Pearson correlation coefficient because data were normally distributed; *n*=6 per group. (C) Correlation between placental 5-HT and fetal head 5-HT analysed using Spearman correlation coefficient because data were not normally distributed. *n*=10 per group; *n* represents number of litters. *P<0.05; **P<0.01.

#### Fetal, neonatal, weaning and adult tryptophan and 5-HT levels

Likewise, in the neonatal brain, a decrease in tryptophan levels (67.9±13.6 mmol l^−1^ vs 140±14.7 mmol l^−1^, *P*<0.01) was associated with an increase in 5-HT levels in the hypothalami of recuperated pups at birth (*P*<0.01; Fig. 1A). 5-HT levels were also increased in the brains of E16.5 fetuses from low-protein pregnancies (Fig. 1A). By weaning as well as at 3 months, hypothalamic 5-HT levels were normalised to control levels (P21: recuperated, 1347±110 mmol l^−1^ vs control, 1659±131 pmol g^−1^; *n*=12 per group; 3 months: recuperated, 1414±154 mmol l^−1^ vs control, 1354±85 pmol g^−1^; *n*=10 per group). These data indicate that the overproduction of 5-HT in response to a maternal low-protein diet is normalised by weaning.

### Effect of D-fenfluramine on food intake

We next assessed the significance of maternal diet-stimulated increase in 5-HT during early development of the offspring for the function of the adult 5-HT system. D-fenfluramine is a pharmacological probe of the endogenous 5-HT system that works by stimulating endogenous 5-HT release and blocking its reuptake. D-fenfluramine was prescribed until the 1990s for human obesity treatment because increasing endogenous 5-HT bioavailability reduces appetite and body weight (Lam et al., 2010; Marston et al., 2011). We administered D-fenfluramine into the third ventricle of rats at 3 months and observed the expected reduction in food intake in controls (Fig. 2). However, recuperated offspring had impaired sensitivity to the 5-HT-stimulated (D-fenfluramine) food intake reduction (*P*<0.05) (Fig. 2). These results show that a low-protein maternal diet followed by accelerated postnatal growth diminishes 5-HT-mediated control of food intake in the adult offspring. Given the strong inverse correlation between 5-HT and appetite, these findings led us to hypothesise that a deregulated 5-HT system might contribute to the programmed increased food intake in these offspring when exposed to an obesogenic diet.

**Fig. 2.**
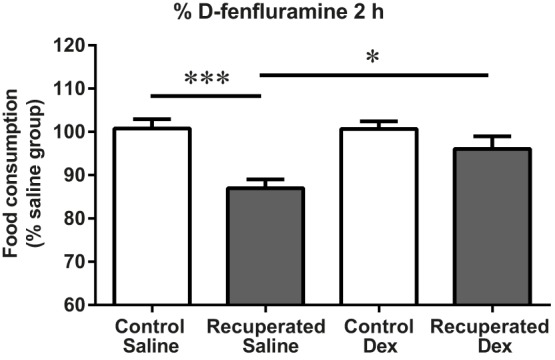
**Effects of maternal protein restriction on food intake in 3-month-old offspring following central administration of D-fenfluramine (Dex).** Food consumption during the 2 h following lights out expressed as a percentage of the saline dosed group. Difference between the groups analysed by one-way ANOVA to saline for control and recuperated offspring. *n*=6 per group with *n* representing number of litters. The following numbers of animals were used for each experimental group: control saline, *n*=18 rats; control Dex, *n*=20; recuperated saline; *n*=17; recuperated Dex, *n*=20 rats. D-fenfluramine was administered at 250 nmoles in 2.5 μl of saline. *P<0.05 for control Dex versus recuperated Dex. ***P<0.001 for control saline versus control Dex.

### Fetal, neonatal and postnatal expression of *Htr2c* in the hypothalamus

5-HT is a neurotransmitter that communicates appetite-related signals primarily through the 5-HT_2C_R within the ARC. If the effects of 5-HT on appetite are diminished in recuperated rats, this suggests a perturbation in signalling at the 5-HT_2C_R. We next probed the consequence of elevated 5-HT during development on the expression of the 5-HT_2C_R. Analysis of *Htr2c* mRNA expression in E16.5 fetal brain showed significantly reduced levels in the whole heads of fetuses from low-protein pregnancies (*P*<0.05; Fig. 3A). At birth, the *Htr2c* transcript level was still reduced in the hypothalamus of the growth-restricted pups (*P*<0.001; Fig. 3A) as was 5-HT_2C_R protein (*P*<0.001; Fig. 3B,C). However, by 3 months, no significant differences in mRNA levels were observed between the experimental groups (Fig. 3A). Protein expression was, however, still significantly reduced in the hypothalamus of recuperated animals at 3 months (*P*<0.05; Fig. 3B,C). Given that perturbations of ARC 5-HT_2C_R function increases appetite and body mass (Berglund et al., 2013), these results reveal a potential mechanism through which rapid postnatal growth is achieved in recuperated rats, which could also contribute to increased susceptibility to diet-induced obesity in these animals.

**Fig. 3.**
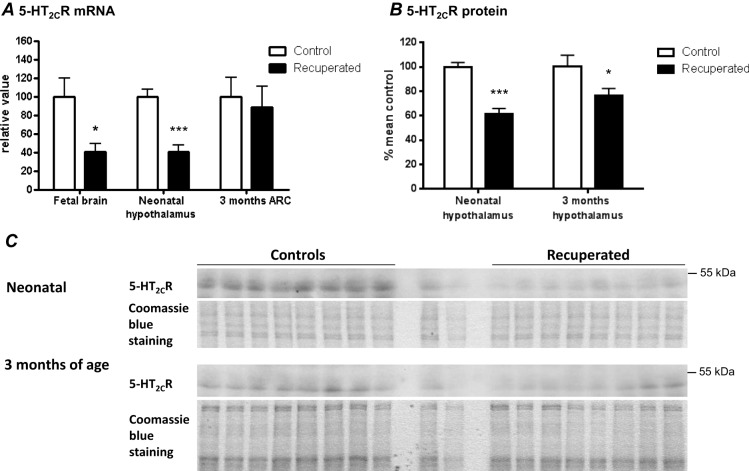
**Effects of maternal protein restriction on central *Htr2c* mRNA and 5-HT_2C_R protein expression in the offspring.** (A) *Htr2c* mRNA levels as measured using qRT-PCR. Gene expression data was normalised to *Ppia*. (B) Analysis of 5-HT_2C_R protein levels from western blot data. (C) Western blots. 20 mg and 10 mg of pooled samples were loaded in the middle of the gels to ensure the linearity of the signal. Data were analysed using unpaired Student's *t*-test and presented as mean±s.e.m. for RNA data and percentages relative to control for protein data; *n*=8 per group, *n* represents number of litters. *P<0.05; ***P<0.001.

### Microarray analysis of ARC from control and recuperated 3-month-old offspring

5-HT is a trophic factor during fetal brain development influencing both 5-HT circuits and the anatomical organisation of other systems (Whitaker-Azmitia et al., 1996; Gaspar et al., 2003). The ARC is a crucial regulator of energy balance. Having demonstrated that maternal diet induces changes in offspring 5-HT and disrupts the functioning of the 5-HT appetite system, we next probed whether 5-HT disrupts other ARC genes and circuits regulating appetite. To achieve this, we performed laser-capture microdissection (LCM) of the ARC of 3-month-old control and recuperated rats and subjected samples to microarray analysis.

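The arrays measured ARC tissue collected by laser capture, in which a laser cuts a marked region out of a stained brain section, from 6 control and 6 recuperated male Wistar rats at 3 months of age. Each array held 1 animal, and the paper counts litters as n. Control dams were fed 20% protein, and recuperated animals were born to dams fed 8% protein and nursed by control dams. Control litters were culled to equal numbers of males and females, and recuperated litters to fewer pups, all male. RNA was amplified before hybridisation to an Affymetrix rat genome array, on which a probe set is a group of short probes against 1 transcript. The deposited values are log2 expression made with RMA, which corrects background, equalises the arrays and summarises the probes of each probe set. The submitters' processing notes name Affymetrix Expression Console for this step, whereas the paper's methods describe GeneSpring GX 12.0. The paper also used GCOS and GC-RMA values, which were not analysed here. From the deposited values, the median of each array was subtracted, as the methods set each chip to its 50th centile. The medians before this step were 6.25 ± 0.02 (log2, SD, n = 6) in control and 6.27 ± 0.03 (SD, n = 6) in recuperated arrays. Groups were compared with limma over the 31042 probe sets that are not Affymetrix controls, with Benjamini-Hochberg adjustment. Of these, 13464 had a positive log2 fold change, and the median over all was -0.028. Counts of signs in gene lists therefore start from more negative than positive values. For single genes, an exact two-sided permutation test over all arrangements of the arrays is given, whose smallest possible p is 0.00216. A difference is described as larger than the spread between arrays only where this p is under 0.05, which does not mean that the groups do not overlap. Of the tested probe sets, 20826 carried 1 gene symbol, 436 carried several and 9780 carried none in the platform annotation used here. The excess of 3' over 5' signal of the actin control transcript, which grows as RNA breaks down, was 1.47 ± 0.20 (SD, n = 6) in control and 1.56 ± 0.36 (SD, n = 6) in recuperated arrays on the log2 scale (exact permutation test, p = 0.576). The same excess for GAPDH and hexokinase also showed no difference larger than the spread between arrays (exact permutation tests, p = 0.463 and p = 0.433). The number of arrays limits the precision.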

#### Validation of laser-capture microdissection

To ensure the specificity of the ARC dissection within the LCM material (Fig. 4), we analysed the expression of two genes that are not expressed in the ARC but are expressed in the neighbouring hypothalamic nuclei. Neither *Brn1* (also known as *Pou3f3*), which is specific to the paraventricular nucleus (PVN) nor *Sf-1* (also known as *Nr5a1*), which is found in the ventromedial nucleus of the hypothalamus (VMN), were detected (data not shown). In addition, we examined the expression of four key genes involved in the regulation of energy balance in the ARC: *Pomc*, *Agrp*, *Cartpt* and *Npy*. 

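On the arrays, the signal of Nr5a1, the transcription factor that marks the VMN, was low in every animal but 1. The brighter of its probe sets read 5.10 ± 0.82 (log2, SD, n = 6) in control and 5.11 ± 2.04 (SD, n = 6) in recuperated arrays, and lay above the array median on 1 of 12 arrays. That array was recuperated array 4, at 8.88, where the other arrays lay between 3.36 and 5.97. Pou3f3, the PVN gene, read 7.03 ± 0.27 (SD, n = 6) in control and 7.12 ± 0.56 (SD, n = 6) in recuperated arrays and lay above the array median on 12 of 12 arrays. Its highest value was also in recuperated array 4, at 8.16 against 6.52 to 7.26 elsewhere. Neither gene differed between the groups by more than the spread between arrays (exact permutation tests, p = 0.998 for Nr5a1 and p = 0.827 for Pou3f3). A level above or below the array median is not a call of detection, since probe sets differ in how well they bind.

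Of 7 measured VMN genes, in a list fixed with all others before the data were examined, 6 had their highest value in recuperated array 4. They included Adcyap1, which encodes the neuropeptide PACAP, at 10.24 against 6.37 to 8.58 on the other arrays, the cannabinoid receptor gene Cnr1 at 9.63 against 6.24 to 8.02, and Nkx2-2 at 8.66 against 6.49 to 7.62. The mean of the list lay 2.23 above the array median there and between -0.21 and 0.85 on the other arrays. Between the groups, the list was not called by camera, limma's test of a gene list against all other genes (adjusted p = 0.576, and adjusted p = 0.882 with an estimated correlation), and 0 of its 7 genes passed the limma test over all probe sets or adjusted over the list alone. Without recuperated array 4 its direction turned from higher to lower (adjusted p = 0.278 from limma). A list of 13 genes of the PVN, supraoptic, dorsomedial and lateral hypothalamus was not called either (adjusted p = 0.751 from limma's camera). Over the arrays other than recuperated array 4, 6 of the 13, Pou3f3 among them, had a median above the middle of the array medians. Medians there were 11.09 for Pdyn, which is also in a list of ARC genes, and 7.84 for Trh. The median was 6.33 for Avp, which lay above the array median on 6 of all 12 arrays. Below the array medians were 5.56 for Otp, 5.27 for Oxt, 4.67 for Pou3f2, 2.82 for Crh and 1.77 for Sim1. Of all the genes given here with a median, Oxt and Pou3f2 were named by the rule for list members, and the others were chosen after their values were seen. The list's member with the smallest p was Pmch, the melanin-concentrating hormone gene of the lateral hypothalamus, at 6.98 ± 1.18 (SD, n = 6) in control and 8.50 ± 1.61 (SD, n = 6) in recuperated arrays (exact permutation test, p = 0.0974).

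**Figure D1:**
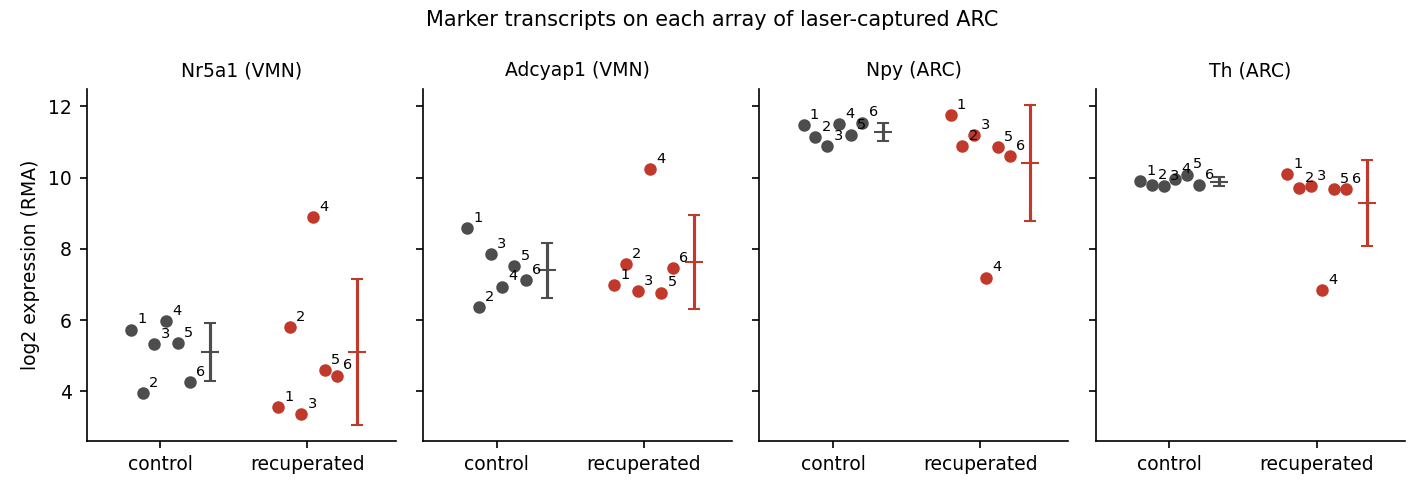
Log2 expression of 2 VMN transcripts (Nr5a1 and Adcyap1) and 2 ARC transcripts (Npy and Th) on each array, 6 control (grey) and 6 recuperated (red), numbered by array, with bars for the mean and SD of each group. Recuperated array 4 has the highest value of both VMN transcripts, 8.88 for Nr5a1 and 10.24 for Adcyap1, and the lowest of both ARC transcripts.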

We confirmed that all of these genes were highly expressed in the dissected material using Taqman RT-PCR (data not shown).

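Among the genes of energy balance, Cartpt and Npy lay above the array median on 12 of 12 arrays. Cartpt, which encodes an appetite-suppressing peptide precursor, read 12.90 ± 0.06 (log2, SD, n = 6) in control and 12.62 ± 0.73 (SD, n = 6) in recuperated arrays. Npy, which encodes the appetite-stimulating neuropeptide Y, read 11.28 ± 0.26 (SD, n = 6) and 10.41 ± 1.63 (SD, n = 6), respectively. The Pomc probe set read 5.87 ± 0.20 (SD, n = 6) and 5.76 ± 0.26 (SD, n = 6), above the array median on 0 of 12 arrays. Probe sets differ in how well they bind, so these levels do not rank Pomc against Cartpt or Npy in abundance. No probe set carried the symbol Agrp alone in the annotation used here. None of the measured genes differed between the groups by more than the spread between arrays (exact permutation tests, p = 0.5 for Cartpt, p = 0.13 for Npy and p = 0.407 for Pomc).

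The wide spread in the recuperated group came from recuperated array 4, where 11 of 17 genes of an ARC list were at their lowest. Npy was 7.19 there against 10.60 to 11.75 on the other arrays, Th, the dopamine synthesis enzyme, was 6.84 against 9.67 to 10.10, and Tac3, the neurokinin B gene, was 5.76 against 9.31 to 10.04. On the same array 4 genes of the list were at their highest, among them the enkephalin precursor Penk, chosen after its value was seen, at 12.61 against 10.46 to 11.69. Of 13 genes of tanycytes and ependyma, the cells that line the third ventricle, 11 were at their lowest there, with Vim, also chosen after its value was seen, at 7.94 against 10.15 to 11.07. Between the groups, 13 of the 17 ARC genes had a negative and 4 a positive log2 fold change, and 0 passed the limma test over all probe sets or adjusted over the list alone. The dopamine transporter gene Slc6a3 was the only member past 1.3-fold and P under 0.05 from limma, at -0.71 (standard error 0.32; exact permutation test, p = 0.0606). Slc6a3 missed the P threshold with the methods' t-test, and by limma without control array 2, 3, 5 or 6 or recuperated array 1, 2 or 4. The list was not called (adjusted p = 0.451 from limma's camera, and adjusted p = 0.882 with an estimated correlation). Without recuperated array 4, 11 of the 17 genes had a negative log2 fold change, and that of Npy moved from -0.89 to -0.25.

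**Figure D2:**
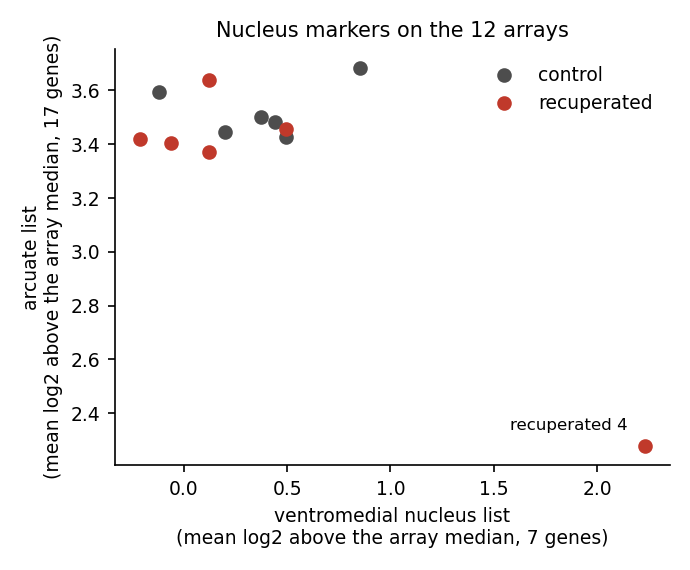
Mean log2 signal above the array median of the 17 genes of the ARC list against that of the 7 genes of the VMN list, 1 point per array, control in grey and recuperated in red. Recuperated array 4 lies apart, at 2.23 for the VMN list and 2.28 for the ARC list.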

**Fig. 4.**
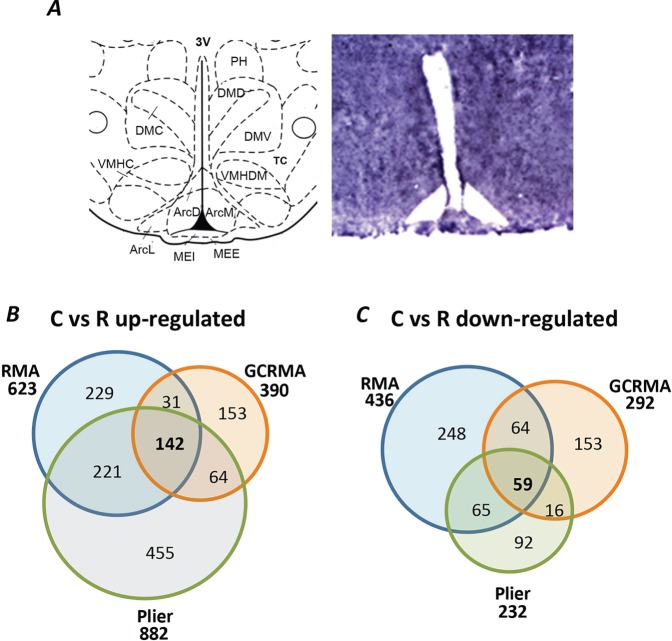
**Laser-capture microdissection (LCM) of the hypothalamic ARC of 3-month-old rats and microarray analysis results.** (A) LCM of the ARC (−4.52 to −2.30 mm relative to Bregma). Brain atlas image was taken from Paxinos and Watson (1998). 3V, 3rd ventricle; ArcD, arcuate nucleus, dorsal part; ArcL, arcuate nucleus, lateral part; ArcM, arcuate nucleus, medial part; DMC, dorsomedial nucleus, compact part; DMD, dorsomedial nucleus, dorsal part; DMV, dorsomedial nucleus, ventral part; MEI, internal layer; MEE, median eminence, external layer; Pe, periventricular hypothalamic nucleus; PH, posterior hypothalamic nucleus; PeF, perifornical nucleus; TC, tuber cinereum area; VMHC, ventromedial nucleus, central part; VMHDM, ventromedial nucleus, dorsomedial part; VMHVL, ventromedial nucleus, ventrolateral part. (B,C) Venn diagrams showing the effects of maternal protein restriction followed by catch-up growth on the expression of genes in the ARC of male 3-month-old offspring, according to three different, robust, analyses: GeneChip operating software (GCOS), GeneChip robust multi-array averaging (GC-RMA) and robust multi-array averaging (RMA). Genes were considered to be up- or downregulated if the 1.3-fold threshold was reached and *P*<0.05. (B) Upregulated genes and (C) downregulated genes in the recuperated animals when compared with controls. The sizes of circles and numbers in parentheses indicate the number of genes as identified by either the GCOS, RMA or GC-RMA algorithms. For microarray analysis *n*=6 chips per group, *n* represents number of litters.

#### Analysis of microarrays using three different algorithms and pathway analysis

Following global transcriptional profiling, we analysed the data using three different algorithms: (1) GeneChip operating software (GCOS), (2) robust multi-array averaging (RMA) and (3) GeneChip robust multi-array averaging (GCRMA), to ensure maximum stringency and to reduce the number of false positives. The combined analysis, using a 1.3-fold cut-off threshold and *P*<0.05, revealed that out of 31,099 genes analysed, expression of 15,951 genes was detected in the ARC. Of these, 142 genes were upregulated in the ARC of the recuperated animals, whereas 59 genes were downregulated (Fig. 4B,C, respectively). 

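On the deposited RMA values alone, 371 of 31042 probe sets were at least 1.3-fold higher and 395 at least 1.3-fold lower in recuperated arrays with P under 0.05 from limma. Genes were then ranked by p among probe sets at 1.3-fold that carried 1 gene symbol and lay above the array median on at least 6 arrays. Because the ranking used the same arrays, the exact permutation p of a ranked gene is small by selection and adds no independent support. The 10 higher genes with the smallest p in this ranking included Zfp618, with a log2 fold change of 0.93 (standard error 0.23; exact permutation test, p = 0.0108). They also included Etv3, an ETS transcription factor, at 0.68 (standard error 0.21; exact permutation test, p = 0.0216). Med1, a subunit of the Mediator complex, at 0.58 (standard error 0.18; exact permutation test, p = 0.0108), and Sik2, a salt-inducible kinase, at 0.59 (standard error 0.17), were 2 others of the 10. Fgd5, Tns2 and Gpatch1 were also among them, and Gpatch1 was higher in 6 of 6 recuperated arrays than in every control array (exact permutation test, p = 0.00216, the smallest that the design allows). Among the 10 lower genes with the smallest p in the same ranking was Pfdn6, a subunit of the prefoldin chaperone. Pfdn6 was lower in 6 of 6 recuperated arrays than in every control array, with a log2 fold change of -0.70 (standard error 0.16; exact permutation test, p = 0.00216). Tagln, a smooth muscle protein gene, had a log2 fold change of -0.69 (standard error 0.21; exact permutation test, p = 0.0195), and Nras, the small GTPase, of -0.43 (standard error 0.13; exact permutation test, p = 0.00649). Tstd1, Btbd9, Osgepl1 and Hmgxb4 were also among the lower genes. Not all of these genes are additions to the paper. Of the 10 higher genes, Htr2a, Cdca7l, Sephs1, Med1, Sik2, Fgd5 and Tns2 are in its Table 2. Of the 10 lower genes, Pfdn6, Nek3, Usp42 and Sppl2a are in its Table 3.

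After adjustment over all probe sets, limma called 0 probe sets (smallest adjusted p = 0.999), with 1071 at an unadjusted p under 0.05, where chance alone gives 1552. The methods' t-test called 0 after adjustment and 1063 before it, with 243 higher and 263 lower at the paper's threshold. Scaling moved the balance of the calls, to 434 higher and 302 lower without the subtraction of array medians and to 448 higher and 315 lower after quantile normalization between arrays. Among probe sets above their array's median on at least 6 arrays, 118 of 15622 were higher and 150 lower. Without recuperated array 1 the number of lower probe sets was 622, and without recuperated array 2 limma called 1 probe set, which carries no gene symbol and was chosen for mention after its value was seen, at a log2 fold change of 1.81 with an adjusted p = 0.0472. Gpatch1 fell short of 1.3-fold without recuperated array 2 or 6, and Nras without control array 6 or recuperated array 2.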

The top 25 up- and downregulated genes in recuperated offspring are presented in Tables 2 and 3. 

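The probe sets that the paper lists in Tables 2 and 3 ran in the listed direction in 51 of 51 cases, and because the study chose them on these arrays, this is not independent evidence of their direction. Of the 26 probe sets in Table 2, 16 met 1.3-fold and P under 0.05 from limma on the RMA values, with folds from 1.24 to 2.25 and a median of 1.49. Of the 25 in Table 3, 19 met both, with folds from 1.18 to 2.30 and a median of 1.45. With P from the methods' t-test, 14 and 14 met both, 28 of 51 against the 35 by limma, and 26 to 36 did by limma when single arrays were left out. Cdca7l was higher, with a log2 fold change of 0.79 (standard error 0.18; exact permutation test, p = 0.00649), and so was Extl1, a gene of heparan sulphate synthesis, at 0.74 (standard error 0.25; exact permutation test, p = 0.0346). Nek3, a kinase of the NIMA family, was lower, at -1.08 (standard error 0.24; exact permutation test, p = 0.00433), as were Usp42 at -0.83 (standard error 0.24) and Sppl2a at -0.74 (standard error 0.20). Gtpbp1 had a log2 fold change of 0.57 (standard error 0.28) that did not pass (exact permutation test, p = 0.0974).

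Of the genes that the paper took on to RT-PCR, Khsrp, which encodes an RNA-binding protein of mRNA decay, read 7.63 ± 0.41 (log2, SD, n = 6) in control and 8.25 ± 0.72 (SD, n = 6) in recuperated arrays, a fold of 1.51 that missed the P threshold (exact permutation test, p = 0.104). The brightest probe set of Khsrp, which is not in the table, had a log2 fold change of -0.04 and the dimmest of -0.46. Retsat, the retinol saturase gene, had a fold of 1.33 and also missed it (exact permutation test, p = 0.11). Eef2k, the kinase of elongation factor 2, had a log2 fold change of -0.71 (standard error 0.18; exact permutation test, p = 0.00649), Car8 of -0.58 (standard error 0.24; exact permutation test, p = 0.0563) and Plau, the urokinase gene, of -1.20 (standard error 0.50; exact permutation test, p = 0.0628). Pde4a, a cyclic AMP phosphodiesterase gene, had a fold of 1.31 (exact permutation test, p = 0.0152). Probe sets of these genes outside the tables gave other values, with log2 fold changes of -0.36, 0.16 and -0.18 for Eef2k, 0.03 for Plau and -0.01 for Pde4a, the last of which was above 0 without the subtraction of array medians. No listed probe set passed limma's adjusted test over all probe sets. The paper reports that RT-PCR upheld Khsrp and Retsat but not Car8 and Eef2k, and that Plau and Pde4a had very low expression. Khsrp and Retsat thus missed the threshold here but were upheld there, and Car8 and Eef2k met it by limma but were not. With the methods' t-test, Car8, Plau and Prkd2 missed the P threshold on all arrays. By limma, the P threshold or the fold was missed by Car8 without control array 2, 4, 5 or 6 or recuperated array 1 or 2, by Plau without control array 3, 4 or 5 or recuperated array 3, 4 or 5, and by Pde4a without control array 1 or 6 or recuperated array 3 or 4. Prkd2, at -0.64 (standard error 0.29), missed it without any 1 of control arrays 3, 4, 5 and 6 and recuperated arrays 1, 2 and 4.

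**Figure D3:**
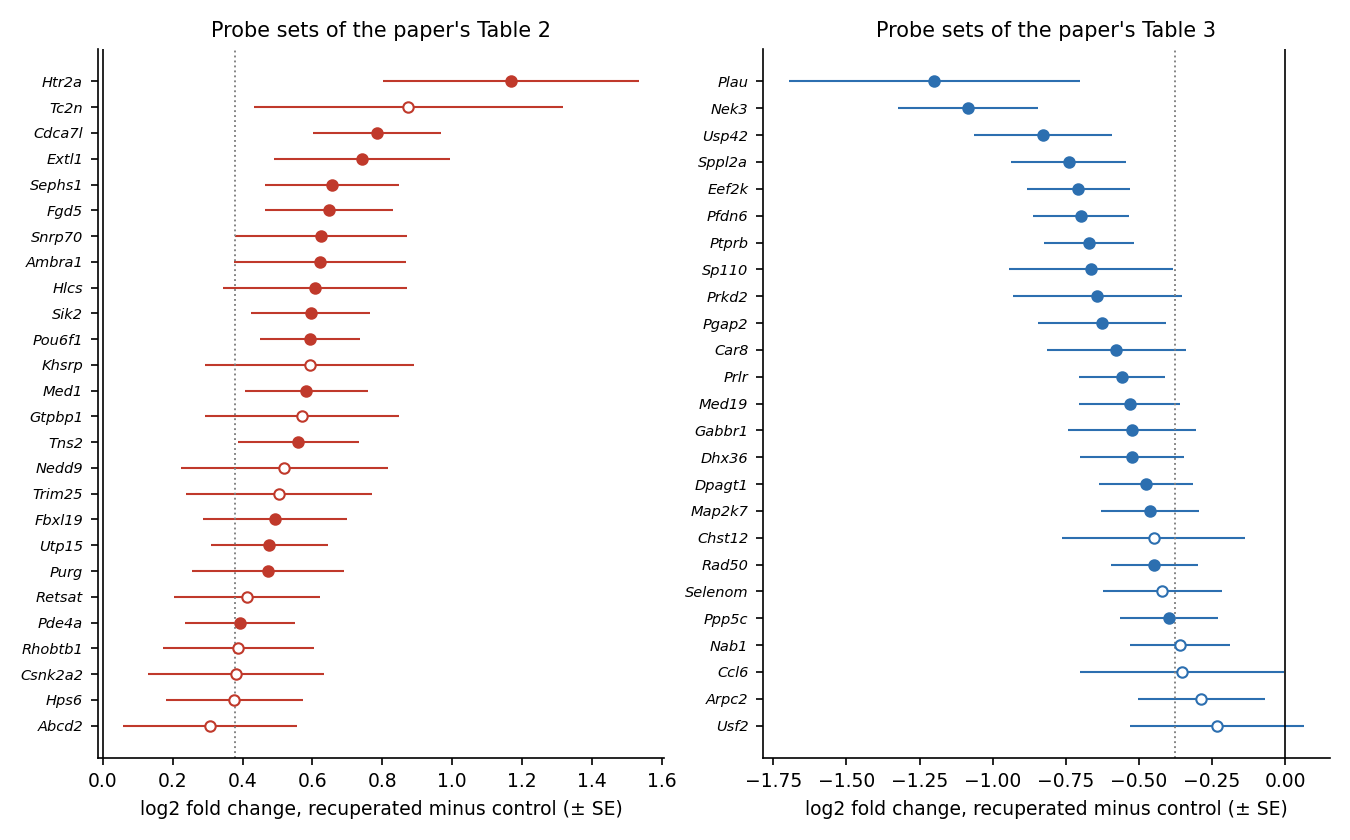
Log2 fold change, recuperated minus control, of each probe set of the paper's Table 2 (red) and Table 3 (blue), with bars for the standard error from limma. Filled points met 1.3-fold (dotted line) and P under 0.05 from limma on the RMA values, 16 of 26 and 19 of 25, and open points did not.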

*Htr2a*, which encodes 5-HT_2A_R, was the gene with the highest (2.55-fold) increase. 

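Htr2a was higher in the ARC of recuperated animals on the probe set that the paper lists, the brightest of 4 that carry its symbol. It read 6.06 ± 0.34 (log2, SD, n = 6) in control and 7.25 ± 0.96 (SD, n = 6) in recuperated arrays, a log2 fold change of 1.17 (standard error 0.37) or 2.25-fold. This fold, taken from means of log2 values, is below the one that the paper gives. Folds from linear means, which were among the alternatives, were not compared with the paper's fold, and the reason was not tested. Recuperated arrays 1, 2, 4 and 5 lay above every control array, at 8.30, 7.07, 7.98 and 7.90, whereas recuperated arrays 3 and 6, at 6.15 and 6.09, lay within the control range. The group means differed by the exact permutation test (p = 0.0303), but the difference did not pass adjustment over all probe sets (adjusted p = 0.999 from limma). The dimmer probe sets did not differ by more than the spread between arrays, with log2 fold changes of 0.47 for the second brightest (standard error 0.34; exact permutation test, p = 0.301), 0.20 for the third (standard error 0.21; exact permutation test, p = 0.569) and -0.01 for the dimmest (standard error 0.16; exact permutation test, p = 0.978). The second and the third were highest in recuperated array 4, at 6.68 and 4.87, and without that array their log2 fold changes were 0.25 and -0.01, while that of the listed probe set was 1.02 (exact permutation test, p = 0.0411). The dimmest turned to above 0 without the subtraction of array medians and after quantile normalization.

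Of the 13 other measured serotonin receptor genes, 5 had a positive and 8 a negative log2 fold change, with a median of -0.09, and 0 passed the limma test over all probe sets (smallest adjusted p = 0.851 over the list alone). Htr7 had a log2 fold change of -0.38 (standard error 0.28) and Htr6 of -0.15 (standard error 0.13), while Htr1a went the other way, at 0.39 (standard error 0.40). Leaving out single arrays gave -0.527 to -0.153 for Htr7 and -0.198 to -0.073 for Htr6. For Htr1a it gave 0.096 to 0.699, with the lowest value without recuperated array 4. As a list without Htr2a, a test chosen after seeing the data, they were not called against other genes (adjusted p = 0.849 from limma's camera, and adjusted p = 0.926 with an estimated correlation). The test pointed down while their mean lay 0.01 above that of other genes. The full list of 14, Htr2a included, was not called either (adjusted p = 0.751 from limma's camera; smallest adjusted p = 0.091 over the list alone, for Htr2a). Genes that met the criteria by all of the paper's algorithms were taken forward, and the paper chose those for RT-PCR by their function and the availability of primers. After RT-PCR, it gives the fold change of Htr2a on the arrays as its reason to investigate this gene further.

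**Figure D4:**
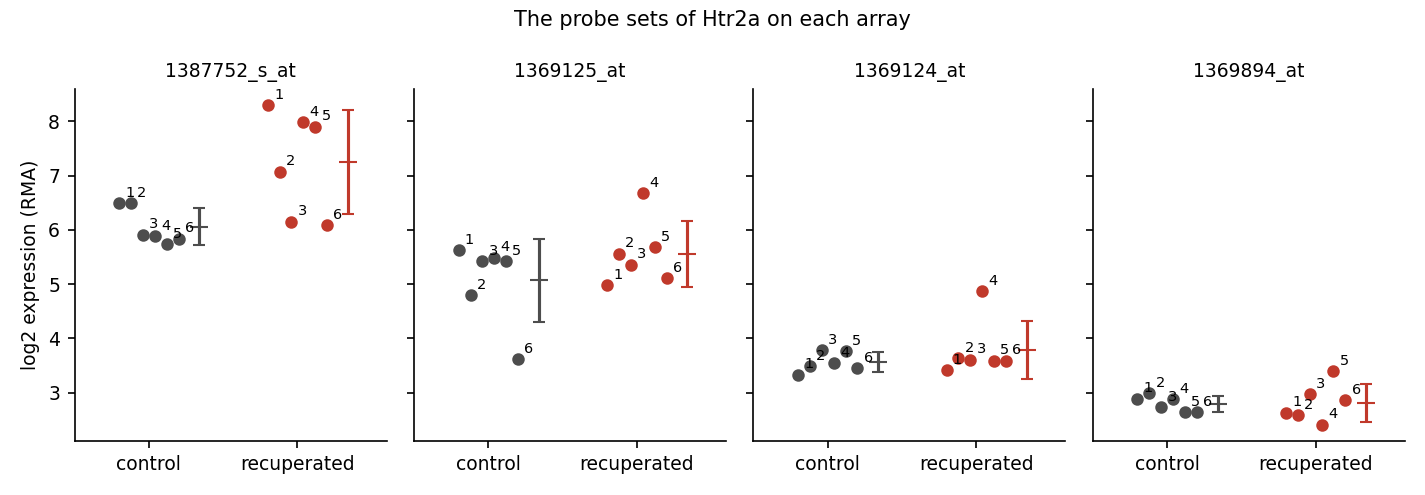
Log2 expression of the 4 probe sets that carry the symbol Htr2a, from the brightest to the dimmest, on each array, 6 control (grey) and 6 recuperated (red), numbered by array, with bars for the mean and SD of each group. On the brightest, recuperated arrays 1, 2, 4 and 5 lie above every control array.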

We further analysed the microarray data using Ingenuity Pathway analysis software to detect groups of functionally related genes. The top three gene functions affected by early nutrition in 3-month-old male recuperated rats were cell cycle, connective tissue development and function, cellular growth and proliferation (Table 4).

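Lists of genes for these functions were written from general knowledge and are not the gene sets of the Ingenuity software. Of 46 measured cell cycle genes, 19 had a positive and 27 a negative log2 fold change. Over all 31042 probe sets 13464 were positive, so a small excess of negative signs in a list is no sign of a shift. Aurkb, a mitotic kinase, was the only member of that list past 1.3-fold and P under 0.05 from limma, at a log2 fold change of 0.85 (standard error 0.36; exact permutation test, p = 0.0671), with a signal below the array median on every array. Ccnd2, which encodes cyclin D2, had a log2 fold change of 0.79 (standard error 0.38; exact permutation test, p = 0.0974). Of 44 genes of connective tissue and extracellular matrix, 18 were positive and 26 negative, and Tgfb3, a transforming growth factor gene, was the only member past the threshold, at a log2 fold change of -0.44 (standard error 0.19; exact permutation test, p = 0.0519). Of 30 genes of growth factors and proliferation signalling, 14 were positive and 16 negative, with the neurotrophin gene Ntf3, its only member past the threshold, at -0.49 (standard error 0.22; exact permutation test, p = 0.0671) and Igf1 at -0.44 (standard error 0.24). Leaving out single arrays gave -0.565 to -0.265 for Igf1 and 0.553 to 0.977 for Ccnd2.

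In each of these lists 0 genes passed the limma test over all probe sets or adjusted over the list alone. None of the lists was called against other genes by a test of a shift in one direction (adjusted p = 0.727 for cell cycle, adjusted p = 0.849 for connective tissue and adjusted p = 0.631 for growth, from limma's camera). Without recuperated array 4, 22 connective tissue genes were positive and 22 negative. For cell cycle and growth the test pointed up while the medians were -0.04 and -0.02. With the methods' t-test, Aurkb, Tgfb3 and Ntf3 missed the P threshold on all arrays. By limma, Aurkb missed the threshold without control array 1, 2 or 3 or recuperated array 1 or 6, Tgfb3 without control array 2, 5 or 6 or recuperated array 1, 4, 5 or 6, and Ntf3 without control array 2, 3 or 4 or recuperated array 4, 5 or 6.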

**Table 2.**
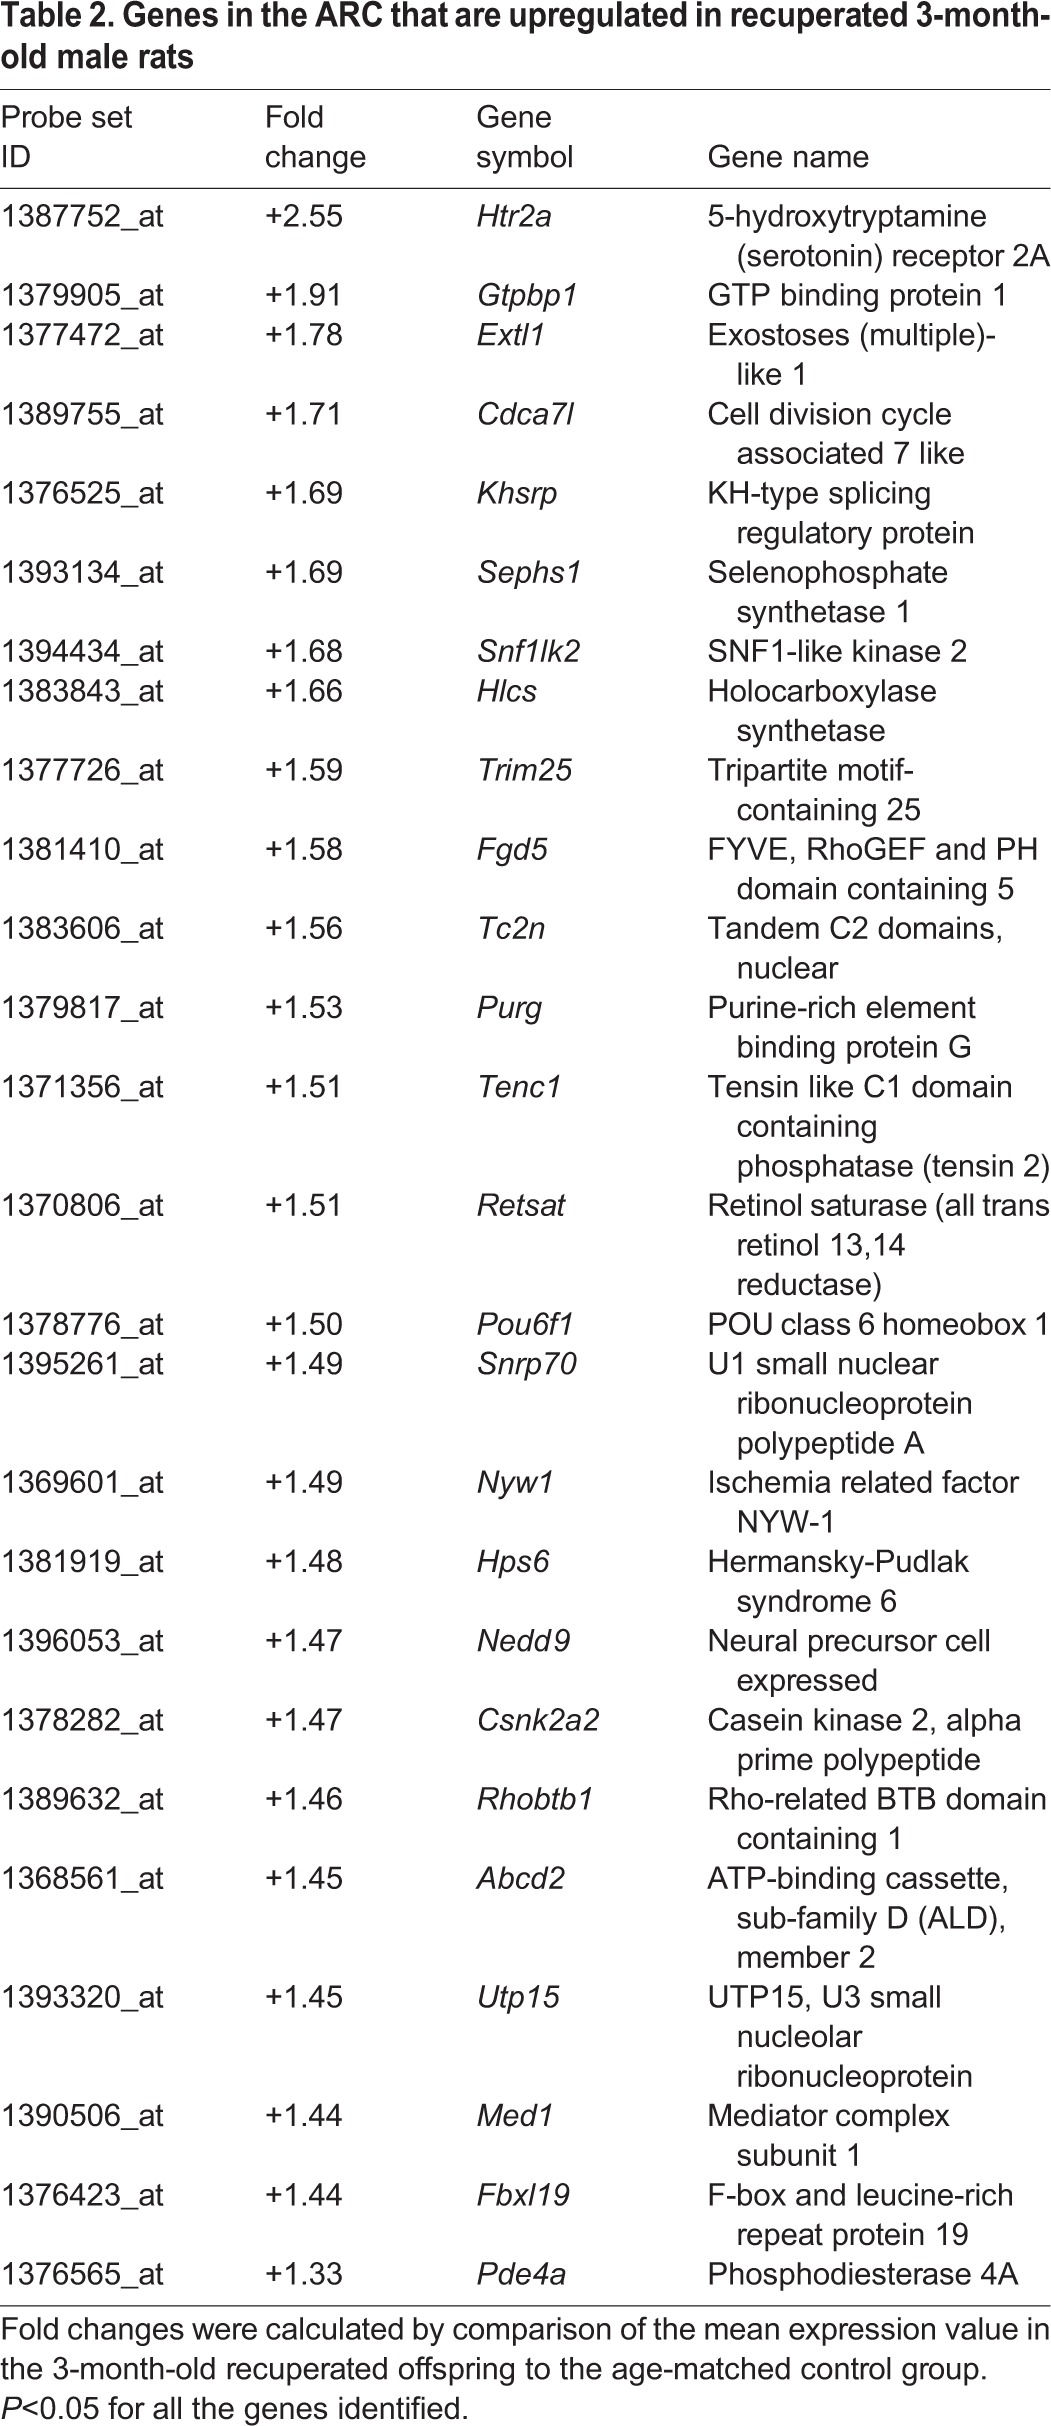
**Genes in the ARC that are upregulated in recuperated 3-month-old male rats**

**Table 3.**
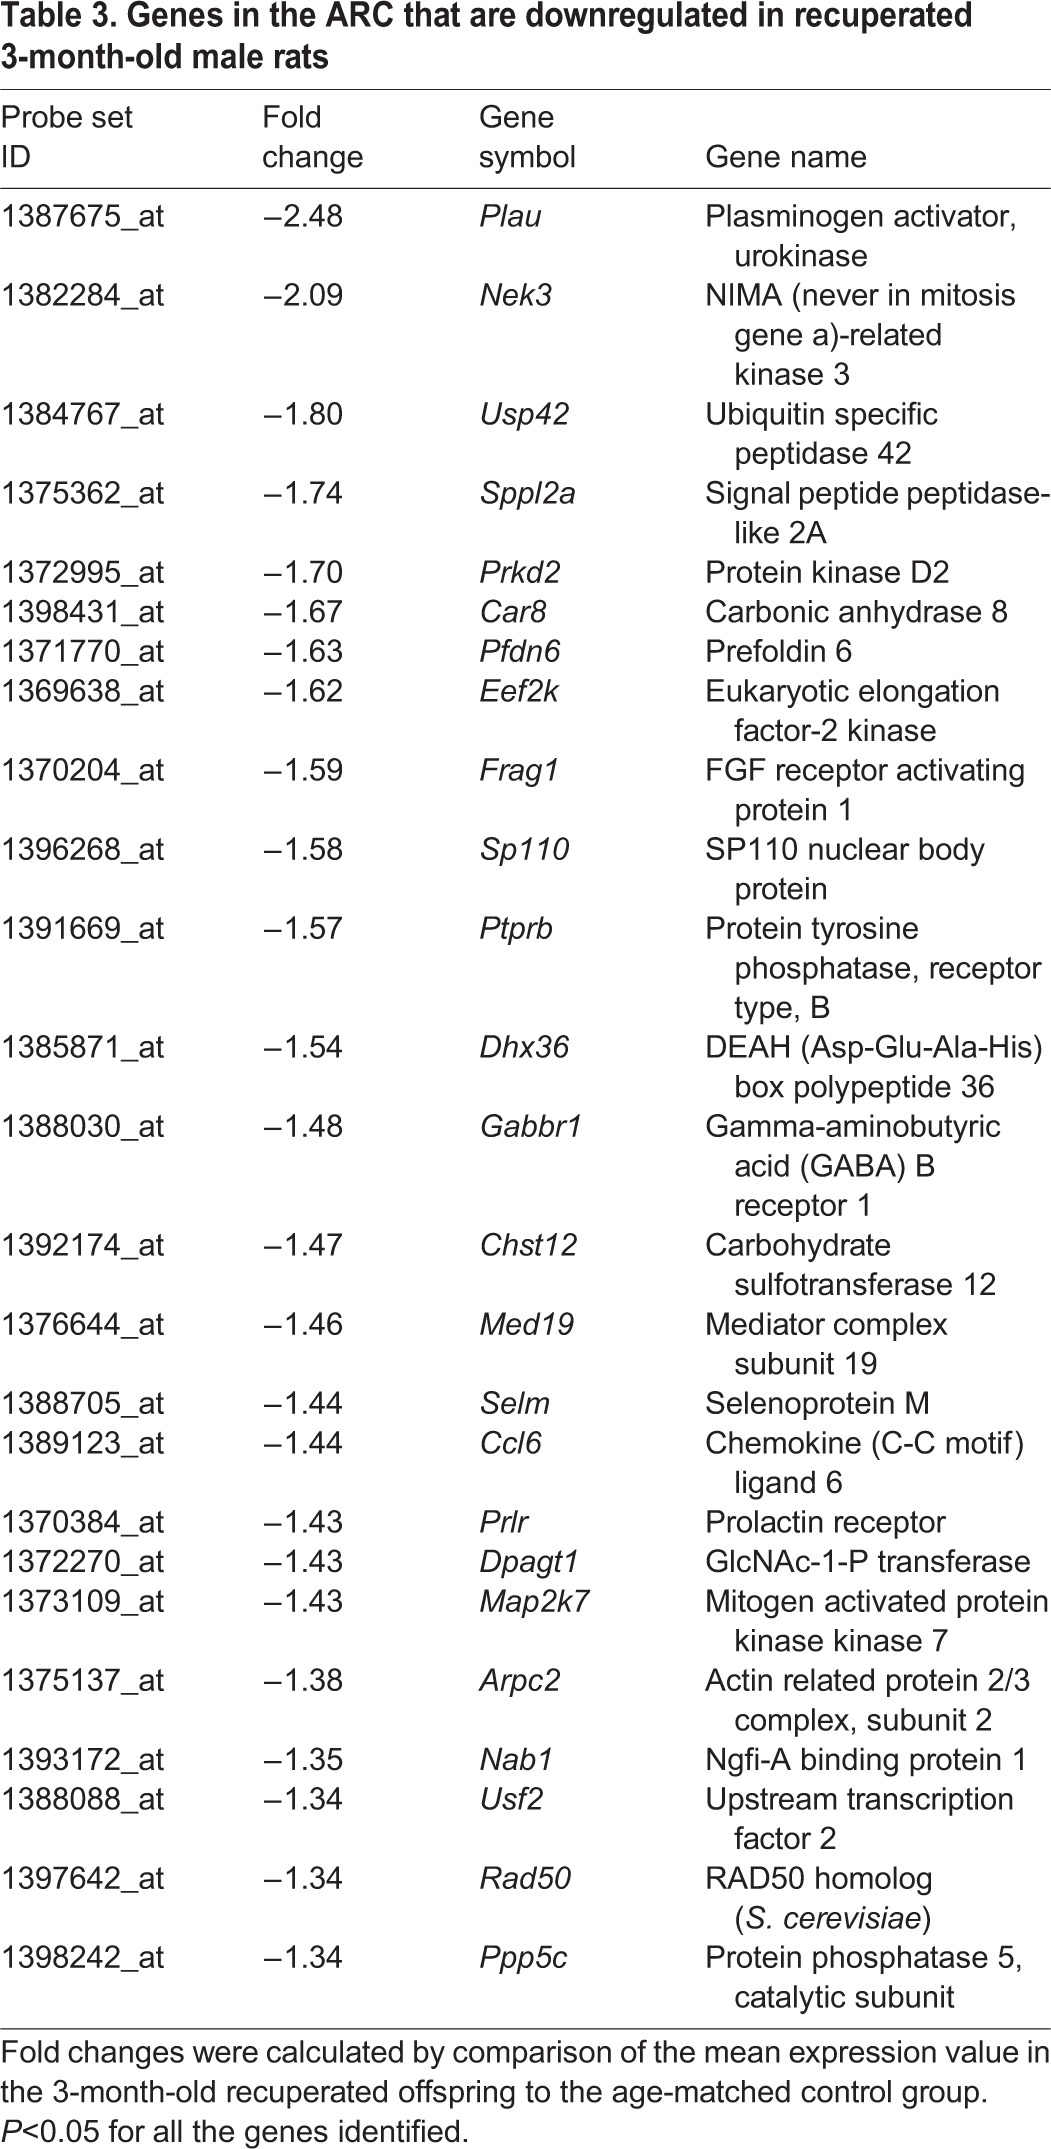
**Genes in the ARC that are downregulated in recuperated 3-month-old male rats**

**Table 4.**
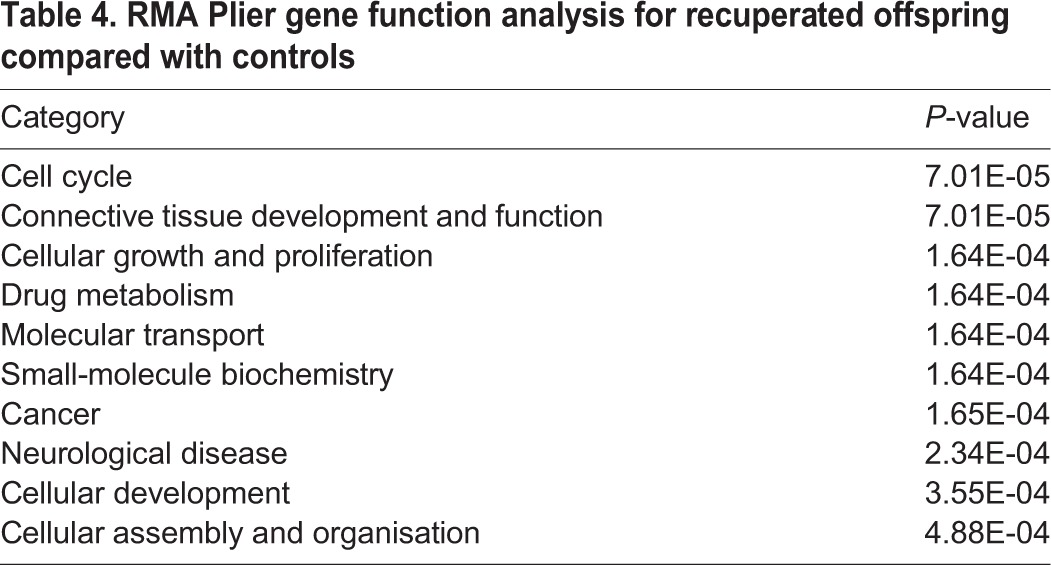
**RMA Plier gene function analysis for recuperated offspring compared with controls**

#### Validation of genes identified by microarray

Out of the seven genes chosen for validation, two genes had very low expression (*Plau* and *Pde4a*). Out of five genes remaining, differential expression of three genes (*Htr2a*, *Khsrp* and *Retsat*) was confirmed by RT-PCR, whereas two genes were not validated (*Car8* and *Eef2k*) (Fig. 5A). As *Htr2a* had the highest fold change in the microarray analysis (Table 2), it was further investigated. 

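Among the probe sets of Table 2, Htr2a ranked 1 of 26 by fold on the RMA values. The paper's ranking is among genes that also passed by GCOS and GC-RMA. Among the 450 probe sets that were higher with P under 0.05 on the RMA values alone, a different set, it ranked 8, and among the 215 of these with 1 gene symbol it ranked 3. Above it stood Pmch, at 2.83-fold, and Katnbl1, chosen after its value was seen, at 2.65-fold. Pmch missed the P threshold with the methods' t-test, and by limma without control array 1, 2, 5 or 6 or recuperated array 1, 2 or 4. The rank of Htr2a among all probe sets with P under 0.05 moved to 36 of 533 without recuperated array 4, to 39 of 517 without recuperated array 1, to 26 of 525 without control array 5 and to 16 of 454 without recuperated array 5. With array quality weights it was 104 of 624, and 25 among those with 1 symbol. It was 14 of 504 without control array 6, 13 of 391 without control array 4 and 5 of 398 without recuperated array 6.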

The upregulation of *Htr2a* in the ARC of 3-month-old recuperated animals (*P*<0.05) observed using RT-PCR was confirmed by *in situ* hybridisation (*P*<0.05; Fig. 5B).

**Fig. 5.**
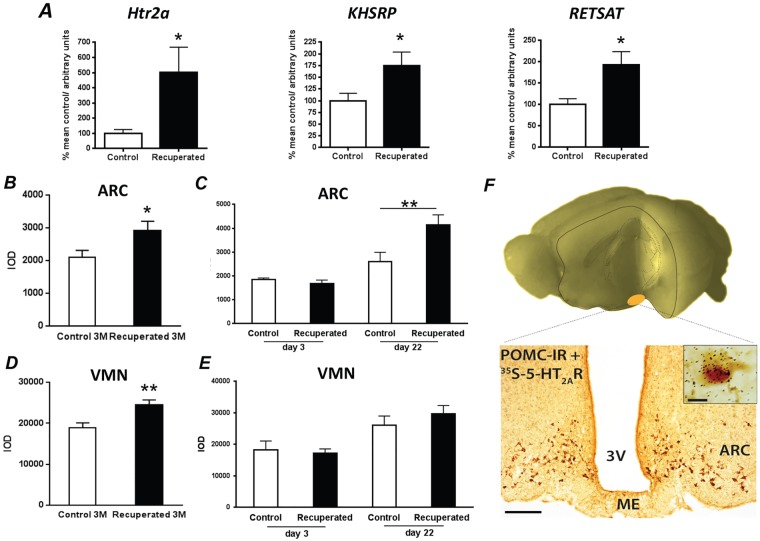
**Validation of the differentially expressed genes identified using microarray approach as being regulated by early nutrition.** (A) Validation of the differentially expressed genes in the ARC of 3-month-old control and recuperated offspring. Analysis was carried out using Taqman qRT-PCR. Gene expression data is normalised to *Ppia.* Data were analysed using a two-tailed unpaired Student's *t*-test. (B) Validation of *Htr2a* mRNA expression in the ARC using ISHH. (C) *Htr2a* mRNA expression in rats at P3 and P22 in the ARC. (D) *Htr2a* mRNA expression in 3-month-old rats in the VMN using ISHH. (E) *Htr2a* mRNA expression in 3 and 22 day old rats in the VMN. (F) Localisation of *Htr2a* on ARC POMC neurons in 3-month-old control rats detected using ISHH for [^35^S]*Htr2a* and chromogenic IHC for α-MSH. Dense black granular staining directly overlapping brown α-MSH cell body and axons indicates the presence of *Htr2a* on POMC neurons. Scale bars: 200 µm for ARC image, 10 µm in the inset. Data were analysed using two-tailed Student's *t*-test in B,D; a two-way ANOVA was used with appropriate Duncan's *post hoc* test for C,E. Values are expressed as means±s.e.m. For A,B,D, *n*=8 per group; for C,E, *n*=6-8 per group, *n* represents number of litters. *P<0.05; **P<0.01. 3V, 3rd ventricle; ME, median eminence.

### Timing and location of increased hypothalamic *Htr2a* expression

A similar pattern of *Htr2a* expression to that seen in 3-month-old animals was observed at P22. *Htr2a* was significantly elevated in the ARC of recuperated rats at weaning (*P*<0.05; Fig. 5C). Expression of *Htr2a* was, however, not altered in neonatal ARC (Fig. 5C) or in E16.5 fetal brains (low-protein, 0.933±0.035; control, 1.002±0.022). As in the ARC, expression of *Htr2a* was also significantly increased in VMN of 3-month-old recuperated animals (*P*<0.05; Fig. 5D,E). However, in contrast to the ARC, no difference was seen in *Htr2a* expression within VMN between the two experimental groups at P22 (Fig. 5E), suggesting that upregulation of *Htr2a* within the VMN in the recuperated group is secondary to the upregulation of this receptor in the ARC. Overall, these findings reveal a change in 5-HT_2A_R receptor expression using an unbiased genome-wide profiling approach and thereby support the importance of maternal diet in inducing changes in the 5-HT system within the offspring hypothalami that may deregulate offspring energy balance.

### Neuronal colocalisation of ARC 5-HT_2A_R and POMC

Within the ARC, 5-HT primarily influences energy balance by 5-HT_2C_R stimulation of POMC neuronal activity (Heisler et al., 2002; Xu et al., 2008; Berglund et al., 2013; Burke et al., 2014). Given that *Htr2a* expression is reduced in rats exposed to a maternal low-protein diet, we hypothesised that *Htr2a* might therefore be upregulated to compensate for this in an effort to normalise energy balance. To determine whether 5-HT_2A_Rs are anatomically positioned to influence the activity of POMC neurons, we visualised co-expression using dual histochemical labelling. We determined that ∼40% of the ARC POMC neurons express *Htr2a* in control rats (Fig. 5F). These data reveal a defined population of neurons within the ARC involved in regulation of body mass that could be influenced by G_q_-protein coupled 5-HT_2A_Rs.

### Effect of 5-HT_2A_R agonism on food intake

To assess the functional implications of upregulated ARC *Htr2a* expression, we administered the selective 5-HT_2A_R agonist TCB2 [(4-bromo-3,6-dimethoxybenzocyclobuten-1-yl) methylamine hydrobromide] directly into the third ventricle and measured its effects on food intake in adult 3-month-old recuperated and control offspring. We confirmed previous results showing that 5-HT_2A_R agonism significantly suppresses food intake (Fox et al., 2010). TCB2 also significantly decreased food intake in the recuperated offspring, as shown by two-way ANOVA analysis (overall effect of TCB2 administration, *P*<0.001; Fig. 6). However, the dose-response curves between the control and recuperated groups were significantly different (*P*<0.05; Fig. 6). Recuperated offspring were more sensitive than the controls to the centrally administered action of 5-HT_2A_R agonist TCB2 (overall effect of early nutrition, *P*<0.05; Fig. 6). These results reveal that overexpressed 5-HT_2A_Rs in recuperated rats are functional and when pharmacologically stimulated, a greater net effect on appetite is achieved. Extrapolation of these findings to endogenous 5-HT activity, as indicated by the D-fenfluramine results, suggests that the upregulation of 5-HT_2A_R is insufficient to compensate for downregulation of 5-HT_2C_R in the regulation of appetite by 5-HT.

**Fig. 6.**
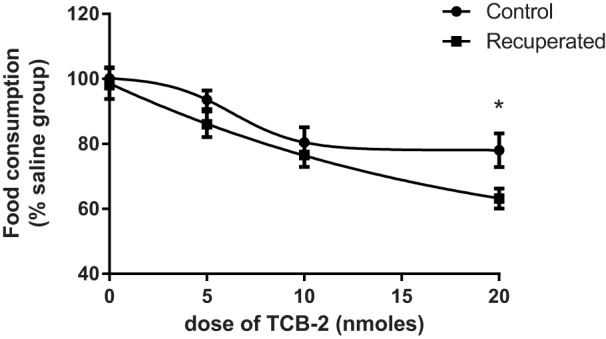
**Effects of maternal protein restriction on food intake following central administration of the 5-HT_2A_R agonist TCB2 in 3-month-old rats.** Food consumption during the 2 h following lights out expressed as a percentage of the saline dosed group. Differences between the groups were analysed using two-way ANOVA (overall effect of TCB2 administration, *P*<0.001; overall effect of early nutrition, *P*<0.05) followed by Bonferroni's multiple comparison test. *n*=13-15 per group, *n* represents number of litters. *P<0.05.

## DISCUSSION

Evidence from epidemiological studies and animal models shows that suboptimal early nutrition affects susceptibility to obesity in later life. We and others have shown that rodents exposed to maternal protein restriction *in utero* and accelerated postnatal growth (recuperated offspring) are more susceptible to development of diet-induced obesity (Ozanne et al., 2004; Bieswal et al., 2006). In the current study, we focused on 3-month-old recuperated rats fed a chow diet that are a similar weight to control offspring. This enabled us to investigate mechanisms mediating the effects of early nutrition on susceptibility to developing diet-induced obesity without the confounding effects of obesity itself. In recent years, leptin has been studied as a key factor involved in programming of obesity risk (Cripps et al., 2009; Bouret et al., 2004). However, we previously showed that programming of increased adiposity is, at least in part, independent of leptin (Cottrell et al., 2011). In the current study, we investigated the effect of a maternal low-protein diet during gestation on a factor directly impacted by reduced dietary protein, 5-HT. We observed that 5-HT levels were increased in the fetal brains and neonatal hypothalami of rats exposed to a low-protein diet *in utero*. Because 5-HT is known as an essential growth and regulatory factor that drives the development and maturation of its own cellular network and related neuronal systems (Pino et al., 2004; Oberlander, 2012), an excess of 5-HT might lead to impaired interneuron migration and abnormal development of the serotonergic system itself and its target regions (Pino et al., 2004; Oberlander, 2012). Here, we suggest that elevated hypothalamic levels of 5-HT in recuperated animals in early life cause developmental and functional alterations that increase susceptibility to obesity later in life.

We observed reduced maternal circulating tryptophan but increased 5-HT in pregnant dams fed a low-protein diet. This could be a consequence of (1) the increased carbohydrate content in the low-protein diet, which was added to balance protein reduction to obtain an isocaloric diet and (2) the dams' increased food intake in both absolute and relative terms (Fernandez-Twinn et al., 2003). Such dietary intervention can affect maternal insulin levels. Low-protein dams were shown to be hyperinsulinaemic at day 14 of pregnancy (Fernandez-Twinn et al., 2003). As circulating tryptophan levels decrease in an insulin-dose-dependent manner, the increased insulin concentration in these dams could contribute to the reduced tryptophan levels (Fernandez-Twinn et al., 2003; Fukagawa et al., 1987). Another possibility is that the dietary intervention has altered the gastrointestinal microbiome of the dam. Diet is the key regulator of both taxa and microbiota production of metabolites (Scott et al., 2013). More than 90% of 5-HT in the body is synthesised in the gut, and the microbiota has been shown to play a crucial role in regulating host 5-HT biosynthesis and 5-HT blood levels (Yano et al., 2015).

Several mechanisms might be involved in mediating the relationship between reduced maternal circulating tryptophan and increased 5-HT in the brains of their unborn offspring. In adult rats, food deprivation leads to an increase in the concentration of circulating free fraction of tryptophan (FFT), the fraction that passes through the blood-brain barrier (Knott and Curzon, 1972; Perez-Cruet et al., 1972). Raised circulating FFT and increases in tryptophan uptake by serotonergic neurons, the activity of tryptophan-5-hydroxylase and synthesis of 5-HT have also been reported in intrauterine growth-restricted (IUGR) rat pups and infants (Kalyanasundaram, 1976; Hernandez et al., 1989; Manjarrez et al., 1996, 1998). Upregulation of FFT in IUGR was attributed to abnormal kinetics of tryptophan binding to albumin (Hernandez-Rodriguez et al., 2009). Reduced plasma levels of leucine, isoleucine and tyrosine, which compete with tryptophan for entry into brain, might also contribute to an increase in the transport of tryptophan across the blood-brain barrier in IUGR pups (Roux and Jahchan, 1974).

In recent years, in both mice and humans, the placenta has emerged as an important source of 5-HT, that can directly impact fetal brain development (Bonnin et al., 2011). In our study, the impact of maternal low-protein diet on 5-HT was more pronounced in the placenta and fetal brain than in the dam. This supports the proposal that the placenta is cannibalised in response to maternal food deprivation to provide nutrients and substrates for the developing hypothalamus (Broad and Keverne, 2011). We observed an association between levels of placental 5-HT and fetal brain 5-HT at E16.5 – the time-point at which 5-HT fibres can be detected in the hypothalamus and both exogenous and endogenous sources of 5-HT contribute to fetal 5-HT synthesis (Aitken and Tork, 1988; Bonnin et al., 2011). Increased 5-HT production within the placenta might contribute to raised 5-HT levels in fetal brains from low-protein dams. Maternal tryptophan levels have also been reported to influence central 5-HT levels in the offspring and maternal peripheral 5-HT proved to be important for offspring neurodevelopment (Bonnin and Levitt, 2011; Cote et al., 2007). This suggests that both maternal and placental tryptophan/5-HT metabolism are part of an important molecular pathway for fetal programming of the 5-HT system and brain development.

Changes in 5-HT bioavailability not only impact formation of hypothalamic circuitry during development but have also been shown to influence appetite and body mass in the adult (Pôrto et al., 2009; Berg et al., 2013; Madden and Zup, 2014). 5-HT primarily regulates energy balance via activity at the G_q_-coupled receptor, 5-HT_2C_R. Here we report that elevated fetal 5-HT could potentially programme decreased levels of hypothalamic 5-HT_2C_R, although direct evidence for this relationship remains to be established. The reduction in 5-HT_2C_R could be an early and permanent developmental consequence of central hyperserotonemia. Reduced 5-HT_2C_R function is known to promote increased appetite and obesity. Specifically, genetic inactivation of *Htr2c*, leads to lifelong hyperphagia and elevated body mass in mice fed standard chow diet (Tecott et al., 1995), whereas pharmacological activation of these receptors reduces food intake and decreases body mass (Heisler et al., 2002; Halford and Harrold, 2012; Burke et al., 2014). 5-HT_2C_Rs are involved in mediating the action of D-fenfluramine, which stimulates the release of 5-HT and inhibits the re-uptake of 5-HT into nerve terminals (Vickers et al., 2001; Trifunovic and Reilly, 2006; Xu et al., 2010). Moreover, the subpopulation of 5-HT_2C_Rs expressed solely with POMC is sufficient to mediate D-fenfluramine and 5-HT_2C_R agonist mCPP appetite suppression (Xu et al., 2008). Following the administration of D-fenfluramine into the third ventricle, we observed impaired sensitivity to 5-HT-stimulated food reduction in 3-month-old recuperated animals. As the functional capacity of 5-HT_2C_R is dependent upon availability of active membrane receptor pools, the impaired response to D-fenfluramine in recuperated animals is probably a consequence of reduced 5-HT_2C_R protein levels in the hypothalamus of these animals.

We used LCM of the ARC combined with microarray analysis to identify differentially expressed genes that could be affected by early hyperserotonemia. We found that *Khsrp* expression was increased in 3-month-old recuperated offspring. *Khsrp*, which encodes KH-type splicing regulatory protein, is involved in the control of mRNA decay (Gherzi et al., 2006; Ruggiero et al., 2007) and plays a key role in the translation of DNA damage signalling to miRNA biogenesis (Trabucchi et al., 2009; Zhang et al., 2011). Although recuperated animals have reduced longevity (Jennings et al., 1999), which is associated with increased oxidative stress and an impaired response to DNA damage (Tarry-Adkins et al., 2008, 2009), the functional significance of the increase in KHSRP in the brain of these animals remains to be determined.

*Htr2a* is another gene that was increased in the 3-month-old recuperated offspring*.* The precise role that *Htr2a* plays in the regulation food intake has not been fully defined*.* *Htr2a* was upregulated in the ARC of diet-induced obese rats (Park et al., 1999), whereas in humans, 5-HT_2A_R correlated positively with BMI and a polymorphism in the gene encoding 5-HT_2A_R has been associated with obesity (Rosmond et al., 2002; Erritzoe et al., 2009; Carr et al., 2013). However, knockout of *Htr2a* in mice does not alter food consumption or gain in body mass when mice are fed laboratory chow (Weisstaub et al., 2006), suggesting the presence of developmental compensatory mechanisms or that body mass gain only occurs when these mice are placed on an obesogenic diet. There is little information regarding the precise neuronal location of 5-HT_2A_R within the ARC. Here, we report that 5-HT_2A_Rs, like 5-HT_2C_Rs (Heisler et al., 2002; Lam et al., 2008), are anatomically positioned to influence the activity of the critical energy balance regulator POMC. The extent to which the activity of POMC neurons can be influenced by action at 5-HT_2A_Rs and whether this mechanism is altered in recuperated offspring as well as direct evidence for linking fetal hyperserotonemia to alteration of 5-HT_2A_R in later life remain to be established.

Because *Htr2a* expression was increased in the ARC of recuperated pups at weaning and in adulthood, but not in brains of fetuses or neonates, the differences in 5-HT_2A_R must be established during the period of catch-up growth, between P3 and P22, much later then the observed differences in 5-HT_2C_R levels. Therefore, upregulation of 5-HT_2A_R might act as a secondary, counter-regulatory response to impaired 5-HT_2C_R signalling. Counter-regulatory mechanisms have been reported among 15 existing 5-HT receptor subtypes as genetic alteration of one specific 5-HT receptor subtype can result in compensatory signalling through another; for example, signalling through 5-HT_1B_R in the absence of 5-HT_2C_R (Heisler and Tecott, 2000; Dalton et al., 2004). It is possible that counter-regulatory upregulation of 5-HT_2A_R in response to impaired signalling through 5-HT_2C_R only emerges when growth-restricted newborn pups are born into and exposed postnatally to an environment of plentiful food. Some effects of early alterations in 5-HT therefore, might only appear in the presence of a particular postnatal environment. This has been shown to be true in a study of 3-month-old infants exposed to a selective serotonin reuptake inhibitor, where altered HPA stress response patterns only became apparent when the method of infant feeding was taken into consideration (Oberlander et al., 2008).

5-HT_2A_R stimulation by administration of agonists produced a greater effect on appetite in recuperated rats, revealing that the overexpressed ARC 5-HT_2A_Rs are functional. As pharmacological stimulation of endogenous 5-HT was less effective in suppressing appetite in recuperated rats, these results suggest that the endogenous circuitry is insufficient to appropriately modulate 5-HT-regulated appetite. However, this change in endogenous programming might be circumvented and the upregulation of the 5-HT_2A_R capitalised upon by pharmacological treatment with a 5-HT_2A_R non-hallucinogenic agonist. The anorectic therapeutic profile could be potentially further improved by combining the 5-HT_2A_R agonist, with 5-HT_2C_R and 5-HT_1B_R agonists, because co-application of 5-HT_2C_R and 5-HT_1B_R agonists produced a significant increase in the activity of POMC in the ARC (Doslikova et al., 2013). Development of a non-hallucinogenic 5-HT_2A_R agonist might seem to be challenging. However, studies showing that the glutamate mGlu2 receptor heterocomplex with 5-HT_2A_R, and not 5-HT_2A_R on its own, acts as a molecular target for the actions of hallucinogenic drugs provide a plausible avenue to explore in the development of therapeutically suitable 5-HT_2A_R agonists (Moreno et al., 2011).

Although we concentrated on studying mechanisms that could mediate the effects of early elevated 5-HT levels on obesity risk in later life, early perturbations in the 5-HT neurotransmitter system are known to have major implications for mental health and behaviour in childhood and adulthood. Increased anxiety-like behaviour in nonhuman primate offspring of dams fed a high-fat diet was associated with perturbations in the 5-HT system during fetal life (Sullivan et al., 2010). Early hyperserotonemia, in particular, has been identified as a potential factor in the pathogenesis of autism spectrum disorder and schizophrenia (Chugani, 2004; Madden and Zup, 2014). In addition, both 5-HT_2A_R and 5-HT_2C_R, which are expressed throughout the brain, have been implicated in the pathophysiology of psychiatric disorders (Abramowski et al., 1995; Hoyer et al., 1986; Heisler et al., 2007; Mestre et al., 2013; Lyddon et al., 2013). 5-HT_2C_R, for example, was shown to play a role in addiction and reward behaviour by modulating dopamine transmission within the mesolimbocortical dopaminergic system (Katsidoni et al., 2011). Dysregulation of the reward-related neurotransmitter systems and behaviours could also contribute to the increased susceptibility to obesity in the recuperated offspring (Grissom et al., 2014).

In summary, we report that elevated 5-HT in fetuses exposed to maternal protein restriction, might underlie a permanent reduction in 5-HT_2C_R expression and function and secondary counter-regulatory upregulation of 5-HT_2A_R and increased sensitivity to 5-HT_2A_R agonists. Thus, our results not only identify a molecular mechanism through which maternal diet might impair offspring energy balance, but also point to a promising pharmacological strategy with 5-HT_2A_R agonist medication to correct this impairment.

## MATERIALS AND METHODS

### Experimental groups and tissue collection

All procedures involving animals were conducted in accordance with the University of Cambridge and the University of Buckingham project licences under the UK Home Office Animals (Scientific Procedures) Act (1986). The breeding of animals was conducted at both the University of Cambridge and the University of Buckingham. Five cohorts of Wistar rats (*Rattus norvegicus*) were established for the studies. One for E16.5 experimental measures, the second for laser-capture microdissection (LCM) and microarray validations, the third for *in situ* hybridisation, the fourth for intracerebroventricular (i3v) and 5-HT/tryptophan measurements and the fifth for protein and mRNA analysis. Detailed information regarding the diet composition and the set-up of the maternal protein restricted and control dams have been published previously (Cripps et al., 2009; Berends et al., 2013). Briefly, on P3, two experimental groups of offspring were established: controls [offspring of control dams (20% protein, w/v), culled to eight (four males and four females) suckled by control dams] and recuperated [offspring of dams fed a low-protein diet (8% protein, w/v) during pregnancy, but nursed by control dams, culled to four males to maximise the plane of nutrition]. The animals were allocated to experimental groups at random. Whole heads were collected from fetuses at E16.5 of pregnancy and from male pups at P3. In addition, hypothalami were dissected from brains of male offspring at P3. The body weight of the remaining pups was recorded at P7, P14 and P21. Following weaning at day 22, one male per litter was culled by a rising concentration of CO_2_ and the brain was dissected. After weaning, the remaining males were fed standard laboratory chow and body mass and food intake were recorded weekly. At 3 months, males were culled and brains were collected. All the dissected brains and heads were frozen on powdered dry ice and were stored at −80°C until further processing. Amniotic fluid and placentas were harvested at E16.5 and serum was prepared from the dams and male pups at P3, weaning and 3 months, and stored at −80°C prior to the measurement of 5HT and tryptophan levels.

### 5-HT and tryptophan assay

Whole brains, placentas, amniotic fluid and serum were used for measurement of 5-HT (DRG International) and tryptophan (Abnova) by ELISA, following the manufacturer's recommendation for sample preparation, acylation (5-HT) and derivatisation (tryptophan). For the measurement of 5-HT in tissue, hypothalamic blocks were excised from frozen brains and extracted as described (Huang et al., 2012). Briefly, samples were homogenised and deproteinised for 30 min in 0.2 N perchloric acid solution containing 7.9 mM Na_2_S_2_O_5_ and 1.3 mM disodium ethyleneamine-tetra-acetic acid. The homogenate was centrifuged at 10,000 ***g*** for 10 min at 4°C and the supernatant assayed for 5-HT.

### Feeding studies

Animals were cannulated as described previously (Stocker et al., 2012). Briefly, a cannula was inserted into the third ventricle under a gaseous anaesthetic (isofluorane: Isoba, Schering-Plough Animal Health) using coordinates from the stereotactic rat brain atlas (Paxinos and Watson, 1998). Its position was verified by a positive drinking response over 15 min to angiotensin II (20 µg ml^−1^ in 2.5 µl). For measurements of acute effects of D-fenfluramine or 5-HT_2A_R agonism on food intake, 3-month-old rats were individually housed, fasted for 4 h, dosed at the beginning of the 12 h dark period and re-fed. Peptide (250 nmol) was given in 2.5 µl saline. Animals were dosed using a Latin square design. Doses were separated by at least 4 days and normal feeding behaviour and body mass was restored prior to administration of the next dose. The specificity and doses of the D-fenfluramine (Tocris Bioscience), or the high-affinity 5-HT_2A_R receptor agonist TCB2 (Tocris Bioscience) were based on published data (Vickers et al., 1999, 2001; Trifunovic and Reilly, 2006; McLean et al., 2006; Xu et al., 2010; Fox et al., 2010) and doses were optimised.

### Western blotting

Hypothalami were dissected from frozen brains according to landmarks: anterior to the optic chiasma, posterior to the mammillary bodies, lateral at the hypothalamic sulcus and superior to the anterior commissure. Dissected hypothalami from P3 and 3-month-old male offspring were homogenised in TK lysis buffer and western blotting analysis was carried out as previously described (Martin-Gronert et al., 2008). Anti-goat primary antibody against 5-HT_2C_R purchased from Santa Cruz Biotechnology (sc-15081, lot D1114) was used at 1:200 dilution. The antibody was validated in two previous studies (Bubar et al., 2005; Anastasio et al., 2010). Anti-goat horseradish peroxidase-conjugated secondary antibody (Jackson ImmunoResearch) was used at 1:10,000 dilution.

### Laser-capture microdissection, RNA isolation and analysis

Hypothalamic sections of the ARC were prepared on a cryostat at 14 µm thickness from approximately −4.52 to −2.30 mm relative to Bregma (Paxinos and Watson, 1998). Sections were collected onto RNase-free membrane-coated slides (PALM Microlaser Technologies) that had been baked at 200°C for 4 h and UV cross-linked for 30 min. Within 24 h of sectioning, sections were placed for 30 s each time in 95%, 75% and 50% ethanol for rehydration. Sections were stained with 1% Cresyl Violet stain (Ambion) for 1 min, dehydrated in graded ethanol concentrations (50%, 75% and twice in 100% for 30 s each time), placed in HistoClear (National Diagnostics) for 5 min and air dried. LCM was performed using a PALM MicrolaserSystem (Fig. 4A). Following microdissection, the captured cells were kept in RNAlater (Ambion). Total RNA was isolated from LCM samples using the RNAqueous Micro RNA extraction kit (Ambion) in accordance with the manufacturer's protocol. The quality and quantity of the RNA samples was determined using Agilent BioAnalyzer PicoChips (Agilent Technologies). Total RNA was isolated from E16.5 fetal heads and neonatal and adult (3 months of age) hypothalami as previously described (Zaibi et al., 2010) and analysed using a NanoDrop ND1000 (Thermo Fisher Scientific).

### RNA amplification

An ovation Pico RNA Amplification System (Nugen Technologies) was used for the amplification of RNA destined for microarray analysis. RNA amplification of LCM ARC samples used to validate genes identified by microarray analysis was performed using a MegaScript T7 Amplification Kit (Ambion) in combination with the GeneChip sample CleanUp Module kit (Affymetrix). The use of a different method of RNA amplification enhanced the validation of the microarray data.

### Microarray hybridisation

The amplified RNA was used for gene expression profiling on Affymetrix Rat Genome 230 2.0 Arrays (Affymetrix) using the Affymetrix GeneChip protocol to fragment and label the target, ready for hybridisation to the arrays (Affymetrix 2004). GeneChip sequences were selected from GenBank, dbEST and RefSeq and the sequence clusters created using UniGene were then further refined by comparison with the publicly available assembly of the rat genome. Microarray hybridisation was carried out by Molecular Biology Services at the University of Warwick, using *n*=6 chips per group.

### Microarray analysis and selection of the genes for validation

Raw image data files were converted to CEL and pivot files using Affymetrix GeneChip Operating Software. All downstream analysis of microarray data was performed using GeneSpring GX 12.0 (Agilent). The CEL files were used for the RMA (Irizarry et al., 2003) and GC-RMA (Wu et al., 2004) analyses, whereas the pivot files were used for GCOS analysis. After importing the data, each chip was normalised to the 50th centile of the measurement taken from that chip and all gene expression data reported as a fold-change from the control state. Genes were considered to be up- or downregulated if the 1.3-fold threshold was reached and *P*<0.05. Only genes that met the above criteria using three different algorithms: GCOS, RMA and GCRMA were taken forward for additional study. The further selection of genes for validation was based on the function of the gene and the availability of suitable primers for validation. Functional analysis was performed using Ingenuity Pathway Analysis (Ingenuity Systems).

### Validation of microarray data using Taqman RT-PCR

Validation of the microarray data was carried out using Micro Fluidic Cards (Applied Biosystems) in accordance with the manufacturer's protocol. The reactions were performed in duplicate for each sample using an ABI 7900HT (Applied Biosystems). A standard curve was constructed for each gene using a serial dilution of pooled cDNA from all LCM ARC samples. The mean C_T_ values of the experimental samples were then used to calculate the relative expression for each sample. The data was normalised to *Ppia* (cyclophilin) expression, which did not change between maternal treatment groups. Real-time PCR (StepOne, Applied Biosystems) was carried out using Assay-on-Demand pre-designed primer and probe sets (Applied Biosystems). Data were analysed using the comparative ΔC_T_ method, comparing recuperated animals with controls. All procedures were carried out in accordance with the manufacturer's recommendation.

### *In situ* hybridisation histochemistry

Coronal sections (20 µm) of frozen hypothalamic ARC, obtained using a cryostat, were thaw-mounted onto poly-L-lysine slides (Polysine, Menzel Glaser, Braunschweig, Germany). Ten sets of slides per animal were serially collected, with the first set of 10 beginning at approximately −4.52 and ending at −2.12 mm, relative to Bregma, according to the atlas of the rat brain (Paxinos and Watson, 1998). For the sectioning of neonatal rat brains, whole heads were used and the sectioning was guided by the neonatal rat brain atlas (Ramachandra and Subramanian, 2011). Slides were stored at −80°C until use.

A [^35^S]-radiolabelled riboprobe targeting nucleotides 1700-1910 of the rat *Htr2a* mRNA transcript was generated by PCR from whole rat brain cDNA. The 210 bp fragment was cloned into pCR-TOPO4 (Life Technologies). For antisense probe generation, *Pst*I linearised recombinant plasmid was subjected to *in vitro* transcription using T7 polymerase in the presence of ^35^S-labelled UTP, as per the manufacturer's instructions (Ambion). The ISHH procedure used has been described in detail previously (Alon et al., 2009; Garfield et al., 2012). Autoradiographic images were quantified using Image Proplus software (Media Cybernetics). Standard curves were generated from ^14^C autoradiographic microscales (Amersham) and integrated optical density (IOD) and area of the hybridisation signal were measured. For each animal, 3-5 sections of ARC (−4.52 mm to −2.12 mm from Bregma) and 2-3 sections for VMN (−3.60 mm to −2.12 mm from Bregma) were analysed. Average ARC and VMH *Htr2a* mRNA expression was calculated.

### Dual-label ISHH and immunohistochemistry

To assess colocalisation of 5-HT_2A_R and POMC, brains taken from control rats, were first processed for detection of *Htr2a* mRNA by ISHH, as described above. Following this, the tissue was washed in PBS before commencement of the IHC protocol to label α-melanocyte-stimulating hormone (α-MSH) protein using procedures previously described (Alon et al., 2009; Garfield et al., 2012). Briefly, sections were incubated in 0.3% H_2_O_2_ in PBS, then rinsed in PBS, blocked in 0.5% BSA/0.5% Triton X-100 in PBS and left in blocking buffer containing rabbit α-MSH antibody (1/10,000; Chemicon, Millipore, MA, USA) overnight. Tissue was then washed in PBS and a biotinylated donkey anti-rabbit secondary antibody (Vector Laboratories) was applied at 1:1000 in blocking buffer. Sections were then washed in PBS, incubated in VectaStain ABC reagent, and following this, chromogenic detection was conducted using 3,3′-diaminobenzidine (DAB) reagent (Vector Laboratories). Sections were mounted onto superfrost slides, dried, then dipped in photographic emulsion (Kodak) and stored at 4°C for 2 weeks before being developed using Kodak developer and fixer. Double-labelled cells were recorded if α-MSH-immunoreactive (IR) cell bodies were overlaid with a [^35^S]*Htr2a* signal greater than 3× background.

### Statistical analysis

Two-tailed unpaired Student's *t*-test was used for statistical analysis and the data are presented as means±s.e.m. unless otherwise stated. Fractional growth rates were calculated using formula: fractional growth rate=(current−starting mass)/(period×starting mass). For microarray data *P*-values were calculated using a two-tailed *t*-test. All data were analysed using GraphPad Prism. Number (*n*) refers to number of litters used. *P*<0.05 was considered statistically significant.

## Data Availability

Data have been deposited in Gene Expression Omnibus (accession number GSE76012) at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76012.

How the deposited data were processed for this re-analysis (not part of the article)

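RNA from the laser-captured ARC of 6 control and 6 recuperated male rats, 3 months old, was measured on Affymetrix rat genome expression arrays, 1 animal per array. The authors deposited 1 table of log2 expression values for 31099 probe sets on these arrays, made with RMA (background correction, quantile normalization of probes and a median polish to probe sets). The submitters' processing notes name RMA and Affymetrix Expression Console, with versions not given in the sources used here. The paper's methods describe RMA in GeneSpring GX 12.0, beside GC-RMA and GCOS values that were not analysed here, and the paper required a gene to pass in all of these. Replicates were not pooled.

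From the deposited log2 values, 57 Affymetrix control probe sets were set aside for checks of RNA quality, and the median of each array over the other 31042 was subtracted. Neither background correction nor normalization between arrays was repeated. Group differences were fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with no covariates and Benjamini-Hochberg adjustment over the 31042 probe sets. The paper's threshold of 1.3-fold with P under 0.05 was applied to the same fit, with P from limma unless the methods' t-test is named, which is the test that the paper used. Single genes, array quality and levels of gene lists were also compared with an exact two-sided permutation test over all arrangements of the arrays, whose smallest possible p is 0.00216. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the tables and plots.

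Probe sets were named from the platform annotation, in which 20826 carried 1 symbol (14218 different symbols), 436 several and 9780 none. Of those with 1 symbol, 20758 had a gene identifier in the RefSeq table used here, and 0 symbols had to be updated. Probe sets with several symbols or none were not named, except where the paper's own tables name them. No genome build was named for the arrays, so no coordinates are given.

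The 25 gene lists were fixed before the data were examined: serotonin receptors, serotonin metabolism, Gq signalling, ARC neuropeptides, energy sensing, stress response, cell cycle, connective tissue, growth, antioxidant defence, DNA repair, mRNA decay, oxidative phosphorylation, immediate early genes, amino acid transmitter receptors, and markers of neurons, astrocytes, oligodendrocytes, microglia, tanycytes, endothelium, blood, pituitary, the VMN and other nuclei. Each gene was represented by its brightest probe set with that symbol alone. Lists were tested with limma's camera at a preset correlation of 0.01, with adjustment over the 25 lists, and beside it with an estimated correlation and with fry.

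Most of the genes named were chosen by a rule fixed before the data were examined: every gene that the paper's text names for the arrays; the 5 largest folds in each of the paper's tables and the genes taken to RT-PCR, whose values in those tables had been seen; the 10 higher and 10 lower genes with the smallest p at 1.3-fold, above the array median on at least 6 arrays and with 1 symbol; and, as examples, members among the 4 with the smallest p of each list. Gda, Penk, Vim, Sim1, Crh, Otp, Trh, Pdyn, Avp, Katnbl1 and those probe sets of the paper's tables that are named only because they missed the threshold, 23 probe sets in all, lie outside the rule and were chosen after their values were seen.

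The alternatives were no subtraction of array medians, quantile normalization between arrays, a filter on dim probe sets, the methods' t-test, array quality weights, the animal number as a block, leaving out each array in turn, folds from linear means, the mean of all probe sets of a gene, and the other list tests. A model with the VMN marker level as a covariate, the serotonin receptor list without Htr2a, and the 5S rRNA and array median measures were added after seeing the data. The fit was tested on simulated data for the recuperated and control comparison with 200 changed probe sets among 31042. At log2 changes of 0.5, 1, 2 and 3, it recovered 9, 31, 47 and 50 of 50 probe sets at an adjusted p under 0.05, with 9 false calls. Among the simulated unchanged probe sets, 502 were higher and 528 lower at the paper's threshold. Splits of the arrays into other groups were drawn 100 times from 462. Arrays give no read depth, and the number of arrays limits the precision.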

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

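The tests of tissue composition, of RNA integrity, of the probe sets of Htr2a, of the antioxidant list without recuperated array 4 and of the list levels were chosen only after the result was seen. In 45 of 394 groups of 6 arrays, 1 array lay far from the others, with a gap to its nearest neighbour that was a larger share of the group's range than Dixon's critical value. Chance gives this in about 1 group of 20, but that rate does not strictly apply here. Some of the genes were chosen after their values were seen, and the groups are not independent of each other. Of the 45, 28 were in recuperated array 4.

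Recuperated array 4 stands apart from the other 11 arrays, with a score of -61.7 on the first principal component (25% of the variance) and a mean correlation with the others of 0.908, against 0.935 to 0.956. Tissue of the neighbouring VMN in the dissection is a candidate explanation, since 5 of 6 VMN genes other than Nr5a1 were highest there, while 11 of 17 ARC genes and 11 of 13 tanycyte genes were lowest. The list is not specific, since for 5 of its 7 genes the median over the other 11 arrays lay above the median of those arrays' own medians and Fgf10 is also in the tanycyte list, but its brightest genes were among those that stood out, Adcyap1 and Gda, at 10.12 against 7.85 to 9.04 for the latter, which was chosen after its value was seen. The excess of 3' over 5' signal was the highest of all arrays there for actin (1.96, little above the next highest) and not for hexokinase (0.50, with up to 0.57 elsewhere) or GAPDH (1.84, with 1.49 to 2.63 elsewhere). As far as these 3 control transcripts measure it, lower RNA integrity is argued against by a bound chosen after the values were seen: 2 other arrays had a mean excess of at least its 1.43, recuperated array 2 at 1.53 and control array 3 at 1.44, and their VMN list levels were 0.50 and 0.49 above the array median, against 2.23. No biological explanation was tested, since the array differs from others of its own group.

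The higher Htr2a signal in recuperated arrays is not explained by VMN tissue in recuperated array 4, since without that array the log2 fold change was 1.02 (exact permutation test, p = 0.0411), against 1.17 with it. Whether it is a signal of the listed probe set alone cannot be told apart from the arrays. The paper also reports higher Htr2a in the ARC at this age by RT-PCR and in situ hybridisation, which do not use that probe set. Over 12 arrays and 3 relations, the second brightest probe set followed the listed one with Pearson r = 0.407 (permutation p = 0.211, adjusted 0.505) and Spearman rho = 0.336 (permutation p = 0.286, adjusted 0.859). For the third, r was 0.318 (permutation p = 0.336, adjusted 0.505) and rho -0.042 (permutation p = 0.904, adjusted 0.917), and for the dimmest, r was -0.009 (permutation p = 0.979, adjusted 0.979) and rho -0.035 (permutation p = 0.917, adjusted 0.917). Without recuperated arrays 1 and 4, the farthest from the median, r was 0.369, -0.172 and 0.638, so the values for the third and the dimmest depend on those arrays. The early diet that the design names stays open as a biological explanation. The groups also differed in litter size and in the sex of litter mates, which these arrays cannot separate from maternal diet.

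The antioxidant defence list was lower in recuperated arrays (adjusted p = 0.018 from limma's camera, 22 of 25 genes negative), with adjusted p = 0.882 with an estimated correlation. Whether recuperated array 4 alone gives this cannot be told apart. Without it the shift against other genes went from -0.12 to -0.08 and the adjusted p was 0.122 from limma, while 22 genes were negative, 21 of them negative with it too. The list level per array was lower by 0.11 without it (exact permutation test, p = 0.0433, adjusted 0.271 over the 25 lists) and by 0.16 with it (exact permutation test, p = 0.026, adjusted 0.325). The call also ended without recuperated array 5 (adjusted p = 0.267) and without control array 1, 2 or 4 (adjusted p = 0.0589, 0.0556 and 0.0795), so its loss is not particular to recuperated array 4. The early diet stays open as a biological explanation, untested beyond this comparison and not separable here from litter size and the sex of litter mates.

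In recuperated array 4 the values that lay far from the group were, on the high side, 4.87 for the third brightest probe set of Htr2a, 8.16 for Pou3f3, 4.67 for the dimmer probe set of Nr5a1, 10.24 for Adcyap1, 9.69 for the calcium channel gene Itpr1, 5.39 for the GABA receptor gene Gabra4, 11.01 and 10.09 for the neuronal genes Rbfox3 and Nefm, and 11.97 for the myelin gene Mbp. On the low side they were 11.13 for Cartpt, 7.19 for Npy, 4.23 for the dopamine transporter gene Slc6a3, 6.84 for Th, 5.76 for Tac3, 8.85 for Maob, 8.50 for the GABA transporter gene Slc32a1, 9.08 for Gpx4, 6.75 for Foxj1, 9.55 for Crym, 7.94 for Vim and 5.02 for Tc2n. Of the list levels above the array median, those of the VMN (2.23), oligodendrocytes (2.80), neurons (4.88) and GABA and glutamate receptors (1.87) were high on that array, and those of the ARC (2.28), serotonin metabolism (0.94) and the cell cycle (-0.56) were low. In other recuperated arrays, the brightest probe set of Khsrp was low at 10.67 in array 3, Btbd9 and Itgam high at 8.33 and 5.35 in array 2, Selenom and Crh high at 9.94 and 3.61 in array 1, Uqcrc2 and Cldn5 low at 10.69 and 7.41 in array 5, and Htr6 low at 3.93 in array 6. In control arrays, the dimmer probe set of Pde4a was high at 6.80 and Gfap low at 12.18 in array 4, Tstd1 low at 7.94 in array 1, Ntf3 and Trh high at 5.20 and 8.96 in array 2, Ndufs7 low at 9.36 in array 3, Fgf10 and Plcb2 high at 5.09 and 5.00 in array 6 and the growth factor list low at 1.04 in array 6.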

How the results depend on the processing

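The covariate for the VMN marker level and the serotonin receptor list without Htr2a were chosen only after the result was seen. The listed Htr2a probe set was higher with P under 0.05 under 20 of 20 alternatives, with a log2 fold change of at least 0.95 when any single array was left out. The alternatives reuse the arrays on which the paper chose this probe set, so the count is not independent support. Folds from linear means keep the P of the main fit and could not change it. The methods' t-test and folds from linear means apply to no list, and the filter on dim probe sets gives no value for a probe set it removes. Of 165 other probe sets, 142 taken by the rule for named genes with 4 members of each list and 23 chosen after their values were seen, the 35 at the paper's threshold changed sign under 0 alternatives, and 22 of the 130 others did under some. Of the 108 of these others that the rule takes, 18 did. The animal numbers pair nothing in the data, since same-numbered arrays correlated at -0.0270, -0.134, -0.266, -0.0448, -0.182 and 0.0228 after removal of group means, and with the replicate block 452 probe sets were higher, 411 lower and 0 had an adjusted p under 0.05 from limma (990 at an unadjusted p under 0.05). The covariate gave 454 higher and 451 lower.

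The number of probe sets at the paper's threshold was 118 higher and 150 lower with the filter on dim probe sets, which tests fewer, and 243 higher and 263 lower with the methods' t-test; the cause of the latter was not tested. Leaving out single arrays gave 352 to 622 lower, the most without recuperated array 1, and 0 to 1 probe sets with an adjusted p under 0.05, the 1 without recuperated array 2. The number of lists called, 1 in the main setting, was 0 with an estimated correlation, with fry and with array quality weights, and 0 to 2 when single arrays were left out. It was 0 without control array 1, 2 or 4 or recuperated array 5, and 2 without control array 6. The oligodendrocyte list was called lower without recuperated array 4 (adjusted p = 0.00456 from limma) and the microglia list without control array 6 (adjusted p = 0.0439 from limma). With an estimated correlation and the same arrays, neither was (adjusted p = 0.719 and adjusted p = 0.931). The block changed no list call.

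No uncalled list became called by turning direction, and each adjusted p here is from limma. With fry, which does not compare a list with other genes, the lists of serotonin receptors, serotonin metabolism, cell cycle, growth, DNA repair, endothelium and the other nuclei turned down with an adjusted p of 0.969, the stress list with 0.971 and the mRNA decay and neuron lists with 0.997. With array quality weights, the serotonin receptor and neuron lists turned down (0.929), as did Gq signalling, endothelium, the VMN and the other nuclei (0.991), and immediate early genes turned up (0.938). With the dim filter, serotonin metabolism (0.729), cell cycle (0.715), stress and DNA repair (0.970) turned down, and energy sensing and blood (0.970) turned up. With the mean of all probe sets of a gene, serotonin metabolism turned down (0.831) and immediate early genes turned up (0.866), the latter also with the replicate block (0.966). Without Htr2a, the serotonin receptor list turned down (0.849), since its largest positive member is taken out. The other causes were not tested.

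When single arrays were left out, some uncalled lists changed direction, and their adjusted p ranged from 0.354 to 0.949 for serotonin receptors, 0.681 to 0.972 for serotonin metabolism, 0.303 to 0.956 for Gq signalling, 0.525 to 0.923 for stress, 0.525 to 0.956 for connective tissue, 0.681 to 0.945 for DNA repair, 0.487 to 0.946 for immediate early genes, 0.0594 to 0.702 for GABA and glutamate receptors, 0.303 to 0.921 for neurons, 0.143 to 0.857 for tanycytes, 0.433 to 0.921 for endothelium, 0.532 to 0.946 for blood, 0.278 to 0.785 for the VMN and 0.532 to 0.996 for the other nuclei.

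Log2 fold changes near 0 changed sign as follows. The dimmest Htr2a probe set was 0.013 without the subtraction of medians and with the covariate, 0.028 after quantile normalization and 0.029 from linear means, and -0.132 to 0.076 without single arrays. Pou3f3 was -0.042 with array weights and -0.13 to 0.196 without single arrays. The brighter Nr5a1 probe set was 0.01 without the subtraction of medians, 1.34 from linear means, which weight recuperated array 4 more, and -0.762 to 0.34 without single arrays. The dimmer Nr5a1 probe set, at 0.000 in the main setting and with the methods' t-test, was -0.123 with array weights, -0.041 with the covariate and -0.247 to 0.065 without single arrays. The dimmer Pde4a probe set was 0.013 without the subtraction of medians and 0.01 from linear means, and -0.087 to 0.073 without single arrays. Adcyap1 was -0.02 with array weights and -0.295 to 0.458 without single arrays. Leaving out single arrays gave -0.013 to 0.271 for the third Htr2a probe set, -0.193 to 0.005 for the brighter Htr2c probe set, -0.089 to 0.079 for the brightest Khsrp probe set, -0.027 to 0.341 for the second brightest Eef2k probe set, -0.049 to 0.097 for the dimmer Plau probe set, -0.068 to 0.354 for Nkx2-2, -0.11 to 0.062 for Fgf10, -0.007 to 0.201 for Itpr1, -0.08 to 0.334 for Nefm, -0.163 to 0.082 for the blood gene Alas2, -0.039 to 0.391 for Penk and -0.495 to 0.133 for Vim. Cnr1 was -0.1 with array weights and -0.366 to 0.306 without single arrays. Gda was -0.122 with array weights, -0.04 with the covariate and -0.277 to 0.175 without single arrays. Crh was 0.011 after quantile normalization, 0.003 from linear means and -0.195 to 0.041 without single arrays. The haemoglobin gene Hbb was 0.013 without the subtraction of medians, 0.003 after quantile normalization and -0.111 to 0.069 without single arrays. The difference of the hybridisation spike-ins ranged from -0.074 to 0.024. The causes were not tested. Low signal limits the dimmer probe sets of Nr5a1 and Plau, the third and the dimmest of Htr2a, and those of Fgf10, Alas2 and Crh. All of these lay below the array median on every array.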

Differences from the paper's values

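The VMN covariate was chosen only after the result was seen. Comparisons of genes at the paper's threshold use 1.3-fold and P under 0.05 from limma on RMA values, unless the methods' t-test is named. The paper shows about 620 upregulated genes by RMA in Fig. 4B, read by eye, where 371 probe sets were counted here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's without the subtraction of array medians (434), after quantile normalization (448), with array quality weights (501), with the replicate block (452) and without control array 5 or 6 or recuperated array 1, 2, 3 or 4 (441 to 476). It did not with the filter on dim probe sets (118), with the methods' t-test (243), with folds from linear means (375) or without control array 1, 2, 3 or 4 or recuperated array 5 or 6 (342 to 408). The VMN covariate, chosen after seeing the values, also came within it (454), and with it 17 of the 51 probe sets of Tables 2 and 3 missed the threshold. Probe sets were counted here and genes in the paper.

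The paper states that Htr2a had the highest increase, among genes that passed by each of GCOS, RMA and GC-RMA. Among the probe sets of its Table 2, Htr2a ranked 1 of 26 here too. On the RMA values alone it ranked 8 of 450 among all probe sets that were higher with P under 0.05, with Pmch at 2.83-fold and Katnbl1 at 2.65-fold above it among those with 1 symbol. These sets are unlike, since GCOS and GC-RMA values were not analysed here, so the rank of 8 is not a rank within the paper's set. Under the other settings its rank among all with P under 0.05 lay between 3, with the filter on dim probe sets, and 104, with array quality weights, and among those with 1 symbol between 2 and 25.

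The paper states that neither the marker of the VMN nor that of the PVN was detected in the dissected tissue. On the arrays, the brighter probe set of Nr5a1 lay above the array median on 1 of 12 arrays, at 8.88 in recuperated array 4. Pou3f3, the marker of the PVN, did so on 12 of 12 arrays. The array median is not a limit of detection, since probe sets differ in how well they bind, so these counts cannot decide whether a marker was detected. Over the arrays other than recuperated array 4, 6 of 13 genes of the list with the PVN had a median above the middle of the array medians. That list also holds genes of other nuclei. Among the 6 were Pdyn (11.09), which is also in the ARC list, Trh (7.84) and Avp (6.33). Otp (5.56), Oxt (5.27), Crh (2.82) and Sim1 (1.77) lay below that middle. The paper states that Pomc was highly expressed by RT-PCR. Its probe set here lay above the array median on 0 of 12 arrays, while Npy and Cartpt were above it on 12 of 12. Probe sets differ in how well they bind, so these counts cannot tell how abundant Pomc was.

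The paper lists 51 probe sets in Tables 2 and 3 that passed by each of its algorithms, and all 51 ran in the listed direction here, but 35 met 1.3-fold and P under 0.05 from limma on the deposited values, and 28, all among the 35, met them with the t-test that the paper's methods name. The settings that call the others were tried one at a time, and most of these others were chosen for mention after their values were seen. Khsrp met the threshold with array quality weights, with the replicate block and without control array 5 or recuperated array 1 or 4, and also with the VMN covariate, chosen after seeing the values, with which 34 of the 51 met it. Retsat met it without control array 3 or recuperated array 2 or 3. Tc2n met it with array quality weights, with the replicate block, with the VMN covariate and without control array 2 or 5 or recuperated array 4. Gtpbp1 met it with the replicate block and without control array 1 or 3 or recuperated array 3, Trim25 with the block and without control array 2 or recuperated array 1, and Selenom with array quality weights and without control array 3 or 5 or recuperated array 1. Hps6, Nedd9, Csnk2a2, Rhobtb1, Abcd2, Chst12, Ccl6 and Nab1 met it only without some single array, and Arpc2 and Usf2 under 0 settings.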

Other observations

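The tests of the antioxidant list without recuperated array 4 and of list levels per array were chosen only after the result was seen. Genes of antioxidant defence were the only list called lower in recuperated arrays in the main setting, by 0.12 on the log2 scale against other genes (adjusted p = 0.018 from limma's camera). The call was not made with an estimated correlation (adjusted p = 0.882) or with fry (adjusted p = 0.483 from limma), nor with array quality weights (adjusted p = 0.146 from limma). Of its 25 genes, 22 had a negative and 3 a positive log2 fold change, and 0 passed the limma test over all probe sets or adjusted over the list alone. Gpx3, a secreted glutathione peroxidase gene, had a log2 fold change of -0.48 (standard error 0.18; exact permutation test, p = 0.013), Txn2, the mitochondrial thioredoxin gene, of -0.35 (standard error 0.14; exact permutation test, p = 0.026), Msra, a methionine sulphoxide reductase gene, of -0.36 (standard error 0.15; exact permutation test, p = 0.0411) and Gpx4 of -0.36 (standard error 0.20; exact permutation test, p = 0.104). Gpx3, the only member past the paper's threshold, missed it without control array 4 or recuperated array 4. The log2 fold changes without recuperated array 4 were -0.33 for Gpx3, -0.29 for Txn2, -0.41 for Msra and -0.21 for Gpx4. Without recuperated array 4, on which the list level was the lowest of all with 2.25 to 2.61 on the others, 22 of the 25 genes were negative, 21 of them with that array too, and the adjusted p was 0.122 from limma. It was 0.267 without recuperated array 5, and 0.0589, 0.0556 and 0.0795 without control arrays 1, 2 and 4. Over all alternatives it ran from 0.00149, with the filter on dim probe sets, to the value with an estimated correlation.

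Among cell types, oligodendrocyte genes had 13 of 16 negative log2 fold changes and were not called (adjusted p = 0.476 from limma's camera), but the list was called lower without recuperated array 4 (adjusted p = 0.00456 from limma), the array on which its level was highest, at 2.80 against 2.16 to 2.72. With an estimated correlation it was not called without that array (adjusted p = 0.719), and its adjusted p reached 0.969 under other alternatives. The myelin enzyme gene Cnp had a log2 fold change of -0.25 (standard error 0.11; exact permutation test, p = 0.0152). Microglial genes had 13 of 15 negative log2 fold changes (adjusted p = 0.451 from limma's camera; adjusted p = 0.0439 without control array 6, and up to 0.882 under other alternatives). With an estimated correlation the list was not called without control array 6 (adjusted p = 0.931). Its level was lowest in recuperated array 4, at -0.10 against 0.29 to 0.77 on the others, and without that array 12 of 15 were negative and the shift against other genes went from -0.13 to -0.03 (adjusted p = 0.681 from limma). Their member Mrc1, a gene of perivascular macrophages, went the other way, at 0.67 (standard error 0.23; exact permutation test, p = 0.0303). Of 13 tanycyte and ependymal genes, 11 were negative (adjusted p = 0.476 from limma's camera), but 11 were at their lowest in recuperated array 4, and without that array 4 were negative and 9 positive and the list turned up (adjusted p = 0.592 from limma, and 0.143 to 0.969 over all alternatives). Of 44 genes of oxidative phosphorylation, 36 were negative (adjusted p = 0.451 from limma's camera), with Cox7b at -0.26 (standard error 0.15) and Ndufa2 at -0.20 (standard error 0.12). The median log2 fold change of this list was -0.058, against -0.028 over all probe sets. Leaving out single arrays gave -0.341 to -0.153 for Cox7b and -0.240 to -0.142 for Ndufa2. Without recuperated array 4, 38 of the 44 were negative.

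The remaining lists were not called by limma's camera. The adjusted p was 0.947 for serotonin metabolism, 0.476 for Gq signalling, 0.751 for energy sensing, 0.751 for the stress response, 0.849 for DNA repair, 0.576 for mRNA decay, 0.952 for immediate early genes, 0.451 for GABA and glutamate receptors, 0.631 for neurons, 0.476 for astrocytes, 0.751 for endothelium, 0.751 for blood and 0.476 for the pars tuberalis and pituitary. With an estimated correlation, no list was called. By the level per array, the energy sensing list had the smallest p, lower in recuperated arrays by 0.09 (exact permutation test, p = 0.0152, adjusted 0.325 over the 25 lists), and no list passed after adjustment.

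The brighter Htr2c probe set read 8.79 ± 0.21 (log2, SD, n = 6) in control and 8.70 ± 0.34 (SD, n = 6) in recuperated arrays of the ARC, and the dimmer read 6.91 ± 0.40 (SD, n = 6) and 7.22 ± 0.58 (SD, n = 6). Neither difference was larger than the spread between arrays (exact permutation tests, p = 0.537 and p = 0.351), and the log2 fold change of the first turned from -0.12 to 0.005 without recuperated array 1. The paper measured Htr2c in other tissue samples.

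Chance cannot be excluded for the number of probe sets at the paper's threshold. Of 100 splits of the 12 arrays into groups of 6, the real one included, 77 gave at least the 766 of the real split, and the highest other gave 2527. The median of the other splits was 963 and the lowest 526. What separates the groups in the split that gave 2527 was not tested. For adjusted calls the splits decide nothing, since limma called 0 probe sets in the real split (1071 at an unadjusted p under 0.05), which 100 of 100 splits must reach, and the highest other gave 3.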
